# Transcriptomic Profiling of Skeletal Muscle Reveals Candidate Genes Influencing Muscle Growth and Associated Lipid Composition in Portuguese Local Pig Breeds

**DOI:** 10.3390/ani11051423

**Published:** 2021-05-16

**Authors:** André Albuquerque, Cristina Óvilo, Yolanda Núñez, Rita Benítez, Adrián López-Garcia, Fabián García, Maria do Rosário Félix, Marta Laranjo, Rui Charneca, José Manuel Martins

**Keywords:** Alentejano pig, Bísaro pig, transcriptome, skeletal muscle, meat quality, intramuscular fat, MYH3, MYH7, MAP3K14

## Abstract

**Simple Summary:**

Screening and interpretation of differentially expressed genes and associated biological pathways was conducted among experimental groups with divergent phenotypes providing valuable information about the metabolic events occurring and identification of candidate genes with major regulation roles. This comparative transcriptomic analysis includes the first RNA-seq analysis of the *Longissimus lumborum* muscle tissue from two Portuguese autochthonous pig breeds with different genetic backgrounds, Alentejano and Bísaro. Moreover, a complementary candidate gene approach was employed to analyse, by real time qPCR, the expression profile of relevant genes involved in lipid metabolism, and therefore with potential impacts on meat composition. This study contributes to explaining the biological basis of phenotypical differences occurring between breeds, particularly the ones related to meat quality traits that affect consumer interest.

**Abstract:**

Gene expression is one of the main factors to influence meat quality by modulating fatty acid metabolism, composition, and deposition rates in muscle tissue. This study aimed to explore the transcriptomics of the *Longissimus lumborum* muscle in two local pig breeds with distinct genetic background using next-generation sequencing technology and Real-Time qPCR. RNA-seq yielded 49 differentially expressed genes between breeds, 34 overexpressed in the Alentejano (AL) and 15 in the Bísaro (BI) breed. Specific slow type myosin heavy chain components were associated with AL (MYH7) and BI (MYH3) pigs, while an overexpression of MAP3K14 in AL may be associated with their lower loin proportion, induced insulin resistance, and increased inflammatory response via NF*k*B activation. Overexpression of *RUFY1* in AL pigs may explain the higher intramuscular (IMF) content via higher GLUT4 recruitment and consequently higher glucose uptake that can be stored as fat. Several candidate genes for lipid metabolism, excluded in the RNA-seq analysis due to low counts, such as *ACLY*, *ADIPOQ*, *ELOVL6*, *LEP* and *ME1* were identified by qPCR as main gene factors defining the processes that influence meat composition and quality. These results agree with the fatter profile of the AL pig breed and adiponectin resistance can be postulated as responsible for the overexpression of MAP3K14′s coding product NIK, failing to restore insulin sensitivity.

## 1. Introduction

Alentejano (AL) and Bísaro (BI) are the prevailing autochthonous pig breeds in Portugal. AL is reared in the southern region [1] and shares a genetic closeness with the Iberian pig [2], showing slow growth rates (excluding when under the late “montanheira” fattening regime) and an early and high adipogenic activity [3,4]. BI pigs, on the other hand, common to the northern region, belong to the Celtic line and share ancestors with leaner and highly productive breeds [5]. Furthermore, BI have a lower predisposition for (monounsaturated) fat accumulation when compared to AL pigs, but higher than most commercial lean breeds [6]. These two breeds are well-adapted to the environment, and their production chains provide high quality meat and fermented and dry-cured meat products [3,6].

Fatty acid content and composition are two of the most important factors that influence overall meat quality and consumer preference. A low saturated fatty acid (SFA) content is often desired because increases in this content have been found associated with raising blood cholesterol levels, particularly low-density lipoprotein cholesterol (LDL-c), increasing the risk of heart diseases [7]. On the other hand, increased monounsaturated fatty acid (MUFA) and essential polyunsaturated fatty acid (PUFA) contents are useful in decreasing LDL-c levels while increasing high density lipoprotein-cholesterol, and therefore reducing the risk of heart diseases [8]. Meanwhile, today’s consumers are more aware of the specific nutritional value associated with meat, and that increased fat content contributes to better meat flavour while improving tenderness and juiciness, particularly when it occurs as intramuscular fat (IMF) at levels higher than 2.5% [9,10,11]. These fat stores can appear associated to intramuscular adipocytes or as droplets in the myofiber cytoplasm and can hold excess phospholipids, triacylglycerols, and cholesterol [12,13]. Although IMF content in AL pigs is generally higher than that in BI or other leaner highly productive breeds, their levels tend to fluctuate among several studies, ranging from 3 to 8%, mainly due to feeding and rearing conditions [3,14]. IMF content of the *Longissimus lumborum* muscle (LL) is determined and regulated by multiple metabolic pathways and is associated with the expression of genes involved in carbohydrate and lipid metabolism, cell communication, binding, response to stimulus, cell assembly, and organisation [15,16].

When compared to those of highly productive breeds, AL carcasses present a lower lean meat content (ranging from 37.5 to 51%) due to the above mentioned higher adipogenic activity and lipid deposition [3,14] while BI carcasses yield a moderate lean meat content (from 46 to 51%) [6]. In the *Longissimus lumborum* muscle, AL pigs present a high MUFA level (48–58%), particularly rich in oleic acid, and a low SFA content (35–44%) [3,17]. Studies regarding BI fat composition are scarce but show that MUFA levels (44–47%) [6,18] are lower and SFA levels (33–40%) similar or slightly lower than in AL pigs. Therefore, and when we consider the effects that unsaturated and saturated fatty acids have on consumers’ health, BI pigs seem to display a slightly better balance of the unsaturated to saturated fatty acids ratio than AL pigs. On the other hand, higher PUFA levels are found in BI when compared to AL or improved genotypes, attaining 10% or higher [3,6,19].

RNA-seq experiments take advantage of next-generation sequencing developments to enable a quantitative screening for distinct gene expression patterns in individuals at the transcriptome level. Interpretation of differentially expressed genes (DEGs) and associated biological pathways provide valuable information about the metabolic events occurring and identification of candidate genes with major regulation roles. This comparative transcriptomic analysis includes the first RNA-seq analysis of the *Longissimus lumborum* muscle tissue from these two autochthonous pig breeds. Moreover, a complementary candidate gene approach was employed to analyse, by real time qPCR, the expression profile of relevant genes involved in lipid metabolism. This study can contribute to explain the biological basis of the phenotypical differences occurring between these breeds, particularly the ones related to meat quality traits that affect consumer interest.

## 2. Materials and Methods

The experiment was conducted in accordance with the regulations and ethical guidelines of the Portuguese Animal Nutrition and Welfare Commission (DGAV, Lisbon, Portugal) following the 2010/63/EU Directive. Staff members of the team involved in animal trials were certified for conducting live animal experiments by the Directorate of Animal Protection (DSPA, DGAV, Lisbon, Portugal).

### 2.1. Sampling and FA Profiling

Ten purebred male castrated AL and BI pigs (*n* = 5 for each breed) were reared in a traditional free ranged system and individually fed commercial diets at estimated ad libitum consumption from ~65 kg body weight until slaughter (~150 kg), as previously described [14]. *Longissimus lumborum* muscle samples were obtained at slaughter, snap frozen in liquid nitrogen and maintained at −80 °C until further use.

Total lipids were obtained using a Soxtherm automatic apparatus (S206 MK, Gerhardt). The respective FA profile was determined from the lipid extract, according to a previously described method [20]. After methylation [21], the FA samples were identified by GC-MS QP2010 Plus (Shimadzu Corporation, Kyoto, Japan) and a 60 m × 0.25 mm × 0.2 µm fused silica capillary column (Supelco SP™ 2380, Baltimore, PA, USA). The chromatographic conditions were as follows: injector and detector temperatures were set at 250 and 280 °C, respectively; helium was used as the carrier gas at 1 mL/min constant flow; the initial oven temperature of 140 °C was held for 5 min, increased at 4 °C/min to 240 °C and held for 10 min. MS ion source temperature was set at 200 °C and interface temperature at 220 °C. Identification of FAMEs was based on the retention time of reference compounds.

### 2.2. RNA Extraction and Sequencing

Total RNA was isolated from 50–100 mg samples of LL following Ambion^®^ RiboPure™ Kit (Thermo Fisher Scientific, Waltham, MA, USA) instructions. Total extracted quantity obtained was measured using NanoDropTM 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), while RNA quality was assessed with an Agilent 2100 BioanalyzerTM (Agilent Technologies, Santa Clara, CA, USA) following Agilent RNA 6000 Nano Kit instructions, along with NanoDropTM 1000 260/280 and 260/230 coefficients.

RIN values ranged from 7.8 to 9.0 with an average of 8.42. The total RNA was diluted into a concentration of 100 ng/µL and 3 µg were sent for stranded paired-end mRNA-seq sequencing in *Centro Nacional de Análisis Genómico* (CNAG-CRG, Barcelona, Spain) on a HiSeq2000 sequence analyser (Ilumina, Inc., San Diego, CA, USA). Currently, several RNA-seq experiments are performed at a low replication level and several publications suggest that a minimum of 2–3 replicates can be considered [22,23,24].

### 2.3. Quality Control, Mapping and Assembly

Generated Fastq files were analysed using FastQC (version 0.11.8) for quality confirmation [25] and Trim Galore (version 0.5.0) [26] was used to trim sequence reads for adapters, poli-A and poli-T tails. Low quality nucleotides (Phred Score, Q < 20) as well as short length reads (<40) were also removed, and the remaining reads were mapped to the reference pig genome version Sscrofa11.1 (Ensembl release 94) using HISAT2 version 2.1.0 [27]. Samtools−1.9 [28] was used to convert the obtained SAM files to BAM. Read counting and merging was performed with HTSeq-count version 0.11.1 [29].

### 2.4. Differential Expression Analysis

The obtained Gcount files were analysed using the R package DESeq2 [30], which estimates gene expression levels by counting total exon reads for the statistical analysis. Normalised counts were filtered for a minimum of 50 reads per group, and genes were considered as differently expressed when featuring an FDR lower than 0.05. The raw data shown and interpreted in this publication have been deposited in NCBI’s Gene Expression Ombibus [31] and are available through the GEO Series accession number GSE159817 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159817, accessed on 1 March 21).

### 2.5. Enrichment Analysis

An enrichment analysis based on the functional annotation of the differentially expressed genes was performed using the Ingenuity Pathways Analysis software (IPA; QIAGEN, Redwood City, CA, USA) to better understand their biological implications within the muscle tissue context. The list of DEGs (q < 0.05, log2FC ≤ −0.7 V log2FC ≥ 0.7) was uploaded into the software and converged with IPA’s own library (Ingenuity Pathway Knowledge Base) to determine biologically pertinent information such as activated pathways, functions and regulators [32].

### 2.6. Real Time qPCR

Real Time quantitative PCR was performed to validate the data obtained by RNA sequencing (*MYH3*, *MYH7*, *TNNT1*, *MAP3K14*, *WDR91*, *FBXO32* and *FASN*) and explore other meat quality candidate genes outside the RNA-seq output (*ACACA*, *ACLY*, *ADIPOQ*, *ELOVL6*, *LEP*, *ME1* and *SCD*). Additional information on the selected primers can be found in the Supplementary Table S1. *MAP3K14*, *MYH3*, *TNNT1* and *WDR91* primers were designed using Primer3 version 0.4.0.

Previously extracted total RNA from the experimental animals was reverse transcribed in 20 µL reactions using Maxima^®^ First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Scientific, Waltham, MA, USA) following manufacturer’s instructions.

The reaction mixes containing 12.5 μL of NZY qPCR Green Master Mix (2×) (NZYtech, Lisbon, Portugal), 0.3 μM of each sense primer and 12.5 ng of cDNA per sample were prepared in 96-well plates and run in a LineGene9600 Plus system (BIOER, Hangzhou, China). Standard PCRs were performed to confirm amplicon sizes, no-cDNA negative controls were performed within every plate and three replicates were performed per target sample. Cycling conditions included an initial 10 min holding denaturation stage at 95 °C, followed by 40 amplification cycles of 15 s denaturation at 95 °C and 50 s at 60 °C. To test PCR specificity a dissociation curve was added as a final step to the program comprising a single cycle at 95 °C (15 s) followed by 60 °C (60 s), and a ramp-up 0.2 °C/s to 95 °C for 15 s with acquired fluorescence. Moreover, PCR efficiency was predicted by standard curve calculation using five points of cDNA dilutions (1:4; 1:8; 1:16; 1:32; 1:64). *ACTB, HSPCB*, *RPL19* and *TOP2B* were the most stable genes tested using the geNorm software [33] and were, therefore, chosen as endogenous control genes for target normalisation (m < 1.5). Cycle Threshold values were regressed on the log of the previously constructed template cDNA curve.

### 2.7. Statistical Analysis

Results are presented as the mean ± SE. All data were tested for normality using the Shapiro–Wilk test. Individual data of growth, plasma, carcass and meat quality traits were analysed by one-way ANOVA with genotype as the main effect. For the carcass data, hot carcass weight was included as a covariate in the model. The SPSS Statistics software (IBM SPSS Statistics for Windows, v24.0; IBM Corp., Armonk, NY, USA) was used for data analysis. Mean differences were considered significant when *p* < 0.05, and values between 0.05 and 0.10 were considered trends.

To determine if the gene expression values were significantly different between the experimental groups, a student’s t-test was executed using IBM SPSS Statistics software (IBM SPSS Statistics for Windows, Version 24.0. Armonk, NY: IBM Corp.) with an established significance level of *p* < 0.05. Equal variances of the samples were checked with Levene’s Test for Equality of Variances with values lower 0.05 not considered as equal variances and another Independent Samples Test was performed assuming no equal variances. Equal variances were not assumed for *WDR91* (F = 7.643; *p* = 0.024) and *LEP* (F = 8.929; *p* = 0.017). Pearson correlation coefficients and associated *p*-values were also estimated.

## 3. Results and Discussion

### 3.1. Productivity of Alentejano and Bísaro Breeds–Summary of Carcass Traits and FA Proportion

In previous studies, we assessed data of AL, BI and their reciprocal crosses, regarding their blood parameters, as well as their productive and meat quality traits, including the *Longissimus lumborum*. Briefly, BI showed significantly better carcass traits than AL and intermediate values were obtained in the crossed pigs (Table 1) [14].

In this study, five randomly selected individuals from pure AL and BI breeds were chosen for transcriptome analysis through RNA-seq. AL pigs averaged a total of 150.6 days on trial with an average daily gain (ADG) of 582 g/d while BI averaged 135.2 days on trial (*p* = 0.273) and an ADG of 656 g/d (*p* = 0.297). At 150 kg and when compared to BI pigs, AL showed higher plasma total protein (69.8 vs. 64.4 g/L, *p* < 0.05), urea (6.9 vs. 5.6 mmol/L, *p* < 0.05) and total cholesterol (2.66 vs. 2.23 mmol/L, *p* < 0.05). Average backfat thickness was also significantly higher in AL (7.9 vs. 4.3 cm, *p* < 0.001) when compared to BI pigs. Regarding the LL muscle, AL pigs presented a lower loin proportion (3.63 vs. 5.14%, *p* < 0.05) but higher total IMF (7.3 vs. 5.7 g/100 g, *p* < 0.01) when compared to BI pigs. Several blood parameters from these pigs are listed in Tables S2 and S3.

The FA analysis identified oleic acid (C18:1 n-9) as the most represented fatty acid in the LL muscle of both breeds, with AL showing higher values when compared to BI (35.00 vs. 29.91%, respectively, *p* < 0.05). The total MUFA (C16:1 n-7, C18:1 n-7, C18:1 n-9, and C20:1 n-11) proportion was also higher in AL pigs (45.42 vs. 39.47%, *p* < 0.05). Regarding SFAs, palmitic acid (C16:0) was the most represented, with similar proportion in both breeds (22.28 vs. 21.22%, *p* = 0.139) while stearic acid (C18:0) was lower in AL pigs (10.77 vs. 12.38%, *p* < 0.01) when compared to BI. Total SFA (C10, C14, C16, C17, C18, and C20) proportion was also comparable between breeds (34.68 vs. 35.24%, *p* = 0.587). Finally, in respect to polyunsaturated fatty acids (PUFA), linoleic acid (C18:2 n-6) was the one most represented in both breeds, but a lower proportion was found in AL (12.06 vs. 15.17%, *p* < 0.01). Total PUFA (C18:2 n-6, C18:3 n-3, C18:3 n-6, C20:2 n-6, C20:3 n-6, C20:4 n-6, C20:5 n-3, C22:4 n-6, C22:5 n-3, and C22:5 n-6) proportion was also lower in AL when compared to BI pigs (19.90 vs. 25.29%, *p* < 0.01).

### 3.2. Mapping and Annotation

More than 750 million reads were initially obtained with an average number of sequenced reads over 39 million per sample. Read length was 76 base pairs. All samples shared an average associated quality score proximate to 40 and total GC content ranged from 53 to 56%. HISAT2 mapping of treated sequences was successfully achieved with an overall 97% of alignment rate, similar to a previous study conducted by our team with adipose tissue [34] but slightly higher than several previous pig transcriptome studies [35,36,37,38,39,40].

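Muscle RNA was sequenced from 5 AL and 5 BI pigs, with 1 library per pig and no pooling. Both breeds were slaughtered near 150 kg, which the paper gives as live weight and the sample labels give as the weight of the carcass. The authors trimmed the reads with Trim Galore, aligned them with HISAT2 to Sscrofa11.1 (Ensembl release 94), counted reads per gene with HTSeq-count and divided each count by the DESeq2 size factor of the pig. These normalised counts, 1 column per pig, were deposited together with the log2 fold changes and p-values of the authors' comparison. In each pig 100% of the values were whole multiples of the smallest value above 0, so that the reads counted on each gene could be recovered. Between 2298045 and 3027364 reads were counted on genes in the AL pigs (median 2513854) and between 2461652 and 3343194 in the BI pigs (median 2885579). All values reported here rest on these counted reads, on average 2.75 M per pig, while the paper's 39 M per sample are sequenced reads. The 10 genes with the highest counts took from 48.5% of the reads in AL44 to 60.3% in BI34. A count of 3 reads, taken as the lowest that can be told from 0, corresponded to a normalised count between 2.47 (BI25) and 3.39 (AL63), and covers counting error only. No pair of pigs within a breed differed as little as a library counted again would, within the sampling noise (chi-square per degree of freedom from 28.6 to 154). Breeds were compared with limma on log2(normalised count + 1), a scale that understates the change of genes with low counts, over the genes with a mean normalised count of at least 50 in each breed. Single genes were also compared with an exact two-sided permutation test of the 5 AL against the 5 BI pigs, whose smallest possible p is 0.00794, with Benjamini-Hochberg adjustment. This q was taken over 117 genes for the 59 of them chosen for a difference between these pigs, 49 by the study in Table S4 and 10 here for lack of overlap, and is not independent evidence for these. For the other genes it was taken over the remaining 58 alone, where the lowest q was 0.230, although TNNT1, FBXO32 and TRIB1 among these are also named by the paper for a difference. The libraries are described as stranded, but the paper's text does not name the strand setting of the counting, so genes within 5 kb on the opposite strand are given for most of the genes whose values are described. Positions come from the RefSeq annotation release 106 of the same assembly, matched by gene symbol.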

### 3.3. Differential Gene Expression with DESeq2 and qPCR Comparison

More than 25 k genes were firstly detected in the muscle tissue with around 3.6 k coding genes obtained after the initial filtering. 

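The authors' deposited table lists 25880 genes, and 14681 of them had at least 1 read in the 10 pigs. A mean normalised count of at least 50 in each breed left 1513 genes, the set tested unless another is named. Of the other readings of a minimum of 50, a mean of 50 in at least one breed left 1667 genes, 50 in every pig left 1211, and a sum over the pigs of 50 in each breed left 3315. A sum of 50 in at least one breed, a reading chosen after seeing the data, left 3807 genes, and these are called the wider gene set. All 49 genes of Table S4 are in the wider gene set, and 19 of them are among the 1513. For genes outside the 1513, limma over the wider gene set is itself counted among the alternatives given below.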

The overall top five most expressed genes included rabaptin (RAB GTPase Binding Effector Protein 2, *RABEP2*), septin 1 (*SEPTIN1*), a non-identified coding gene (ENSSSCG00000036235), cathepsin F (*CTSF*) and SplA/ryanodine receptor domain and SOCS box containing 2 (*SPSB2*). These genes averaged a total read count per LL sample between 340 k (*RABEP2*) and 89 k (*SPSB2*).

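The normalised count of RABEP2 (ENSSSCG00000007806) was 339300 ± 78700 (SD, n = 5) in AL and 334700 ± 87660 (SD, n = 5) in BI, and BI34, at 489700, lay above the other BI pigs (276100 to 312200). SEPTIN1 (ENSSSCG00000007800) reached 286200 ± 38160 (SD, n = 5) in AL and 365500 ± 50470 (SD, n = 5) in BI. For ENSSSCG00000036235 the values were 243300 ± 54770 (SD, n = 5) and 296100 ± 50500 (SD, n = 5), for CTSF (ENSSSCG00000038918) 145200 ± 22730 (SD, n = 5) and 161400 ± 33420 (SD, n = 5), and for SPSB2 (ENSSSCG00000025460) 87890 ± 14970 (SD, n = 5) and 89330 ± 10460 (SD, n = 5), AL first. None of these 5 genes had an adjusted p under 0.05 between the breeds in the limma test with Benjamini-Hochberg adjustment (lowest 0.654 for SEPTIN1, at a log2 fold change of -0.35). SEPTIN1 was higher in 4 of the 5 BI pigs than in any AL pig (exact two-sided permutation test p = 0.0159, Benjamini-Hochberg q = 0.230). For RABEP2 and SPSB2 the log2 fold change was 0.02 and -0.03, and its sign changed when single pigs were left out (from -0.06 to 0.17 and from -0.10 to 0.06). RABEP2 lies on chromosome 3 of Sscrofa11.1 from 18568264 to 18586259, on the minus strand, and overlaps the end of ATP2A1 (18545064 to 18568312, plus strand), which codes for the calcium pump of fast fibres. CTSF lies on chromosome 2 of Sscrofa11.1 from 5855083 to 5860258, on the plus strand, and 128 bp separate it from ACTN3 (5860386 to 5873779) on the minus strand. SPSB2 is found on chromosome 5 of Sscrofa11.1 from 63836785 to 63839075, on the plus strand, with TPI1 (63839473 to 63842853) 398 bp away on the minus strand, LRRC23 156 bp and USP5 4667 bp away. Averaged over the 10 pigs, the muscle gene across from each had the lower normalised count: 4718 for ATP2A1 against 337000 for RABEP2, 1394 for ACTN3 against 153300 for CTSF, and 223 for TPI1 against 88610 for SPSB2. SEPTIN1 and ENSSSCG00000036235 were not matched to a RefSeq position by symbol.

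**Figure D1:**
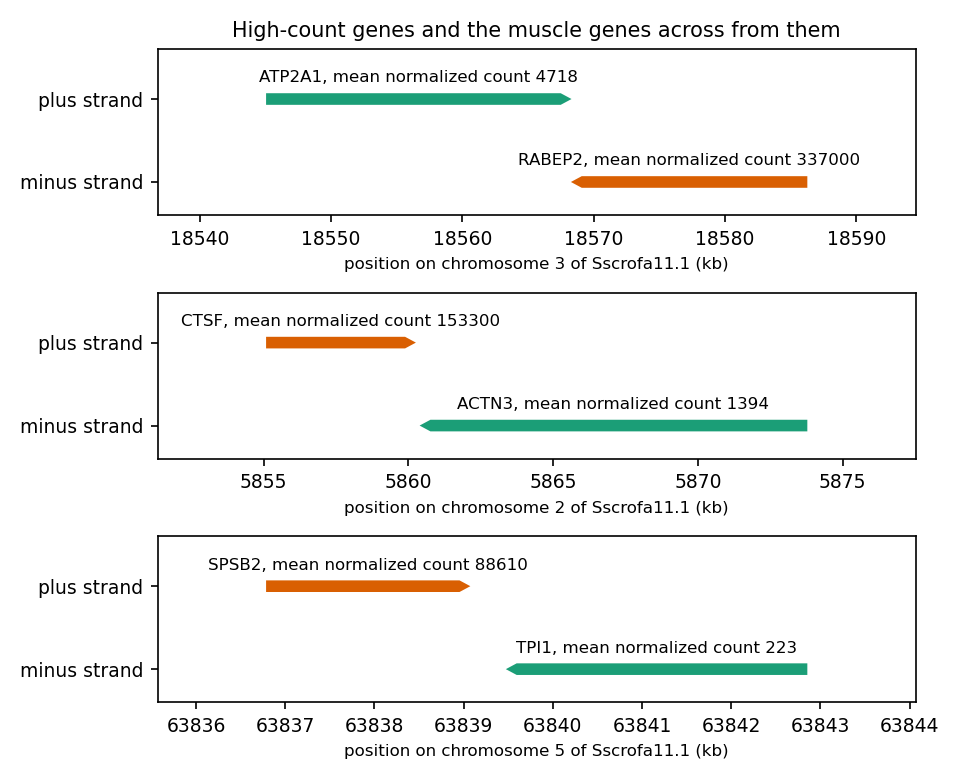
Positions of RABEP2, CTSF and SPSB2 (orange) and of the muscle genes ATP2A1, ACTN3 and TPI1 (green) on Sscrofa11.1, in kb, drawn to scale with arrows in the direction of transcription. Each high-count gene and its muscle gene run towards each other, with an overlap or a gap of at most 398 bp, and the mean normalised count over the 10 pigs is written above each gene.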

A total of 49 genes were found to be differentially expressed (DE), with 34 being overexpressed in AL (log2 FC ≥ 0.7, q < 0.05) and 15 in BI (log2 FC ≤ −0.7, q < 0.05). 

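In the limma test with Benjamini-Hochberg adjustment, 0 of the 1513 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.152. Without adjustment, 112 genes had a p under 0.05, where 75.7 are expected by chance, and with single pigs left out this number went from 84 without BI42 to 180 without AL44. Of the alternatives, DESeq2's Wald test on the recovered reads of the wider gene set moved the number of adjusted calls most. This combination was chosen after seeing the data. It called 55 genes with Benjamini-Hochberg adjusted p under 0.05 (37 higher in AL, 18 higher in BI), including all 49 of Table S4. On the 1513 genes alone the same DESeq2 test called 19 genes, 14 higher in AL and 5 in BI, which are the 19 Table S4 genes tested there. With limma over the wider gene set, all 49 genes of Table S4 had the sign that the table gives, 34 higher in AL and 15 in BI. Adjusted over the list alone with Benjamini-Hochberg, limma called 49 of the 49 (highest adjusted p 0.0151), but the study chose the list on these pigs, so this is not independent evidence. Of the 1513 genes, 22 had no overlap between the 5 AL and the 5 BI values, 11 in each direction and 8 of them in Table S4, where chance gives 0.794% of genes, or 12.0. Counted over all 126 splits of the pigs into 5 and 5, 17 gave as many genes without overlap. Of 100 splits drawn at random with the breeds among them, 22 gave as many genes with an unadjusted limma p under 0.05 and 4 gave as many DESeq2 calls over the wider gene set.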

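CNNM3 (ENSSSCG00000008201), on chromosome 3 of Sscrofa11.1 from 56792389 to 56812116 with no gene of the opposite strand within 5 kb, had a normalised count of 334 ± 228 (SD, n = 5) in AL and 15.1 ± 11.05 (SD, n = 5) in BI. Its log2 fold change was 3.78 (standard error 0.87), the largest towards AL among the genes of Table S4. AL44 had 9.44 (10 reads) against 188 to 552 in the other AL pigs, and without AL44 the log2 fold change was 4.82. With all pigs kept, the log2 fold change from DESeq2 over the wider gene set was 4.48. The mean of CNNM3 in BI is under 50, and over the wider gene set its adjusted p was 0.157 with limma and Benjamini-Hochberg. Over 5 alternatives the Benjamini-Hochberg value went from 9.55e-05 (limma with no filter on low counts) to 0.231 (limma with a summed count of at least 50 in each breed). The values of CNNM3 are the same in both, so the low value without a filter comes from the other genes tested with it. Values given below for limma with no filter share this limit. In BI the counterpart was STMN3 (ENSSSCG00000038405), on chromosome 17 of Sscrofa11.1 from 62600450 to 62609851, with RTEL1 1993 bp away on the opposite strand. It had 3.38 ± 1.96 (SD, n = 5) in AL, close to the 3-read limit, and 55.5 ± 36.8 (SD, n = 5) in BI, for a log2 fold change of -3.11 (standard error 0.78). Limma gave it an adjusted p of 0.169 over the wider gene set, within a Benjamini-Hochberg range from 2.67e-05 (DESeq2 over the wider gene set) to 0.221 (limma with a mean count of at least 50 in at least one breed) over 4 alternatives. Both genes separated 4 of the 5 pigs of one breed from all pigs of the other (exact two-sided permutation tests, p = 0.0318 and q = 0.0630 for CNNM3, p = 0.0476 and q = 0.0844 for STMN3, Benjamini-Hochberg).

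**Figure D2:**
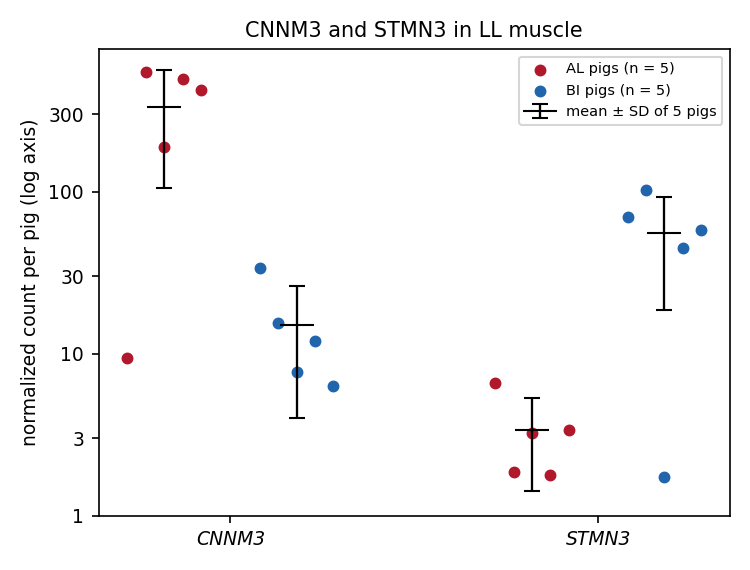
Normalised counts of CNNM3 and STMN3 in each AL pig (red) and BI pig (blue) on a log axis, with bars for the mean ± SD of 5 pigs. AL44 lies at 9.44 for CNNM3, among the BI pigs, and BI36 at 1.72 for STMN3, under the lowest AL pig.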

In our LL samples, the most overexpressed gene in AL was the Cyclin and CBS domain divalent metal cation transport mediator 3 (*CNNM3*) (log2 FC = 4.487, q < 0.01), while in BI the most overexpressed gene was Stathmin 3 (*STMN3*) (log2 FC = −4.033, q < 0.01). The full detailed list of DEG’s can be found in Table S4.

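The embryonic myosin heavy chain gene MYH3 (ENSSSCG00000018007) had a normalised count of 433 ± 147 (SD, n = 5) in AL and 994 ± 450.4 (SD, n = 5) in BI, a log2 fold change of -1.14 with a standard error of 0.33. Of the BI pigs, 4 of 5 lay above the highest AL pig (exact two-sided permutation test p = 0.0238, Benjamini-Hochberg q = 0.0507). The limma adjusted p (Benjamini-Hochberg) was 0.299, and 4 of 24 alternatives gave one under 0.05, within a range from 0.0140 (limma with no filter on low counts) to 0.539 (limma without BI25). Its position was not matched by symbol, so its neighbours on the opposite strand are not given.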

Myosin heavy chain 3 (*MYH3*) was found significantly overexpressed in BI in the RNAseq study (log2 FC = −1.191, q < 0.05) but only a numerical difference was observed when analysed through qPCR (log2 FC = −0.510, *p* = 0.150) (Figure 1). This gene is responsible for encoding part of a contractile protein, myosin, which is fundamental for the appropriate function of myofilaments, particularly the sarcomeres of striated/skeletal muscles. *MYH3* is also recognised as an embryonic myosin heavy chain, due to being mainly overexpressed during early mammalian development [41]. In mice, deletion of *MYH3* can induce postnatal changes in muscle fibre number, size, and type, while also deregulating other genes involved in muscle differentiation [41]. Within a species, muscle fibre composition is affected by genetics and several environmental factors while the different fibre types are associated with the four different myosin heavy chain isoforms, or their mixture [42,43]. In 2015, Hou [44] found significantly higher levels of MYH3 in leaner Landrace pigs when compared to fatter indigenous Chinese pig breeds. This author also suggested an association of the overexpression of *MYH3* with the larger diameter in muscle fibres of Landrace pigs. More recently, this gene was identified as a quantitative trait locus with considerable effect on IMF deposition, myofiber type differentiation and reddish meat colour (a* from the CIELAB system) on skeletal muscle of Korean native pigs due to a variant in its promotor region [45]. The impact on a* (red coloration) is mainly associated with the higher content of slow/type 1/oxidative myofibers which were, in turn, associated to an overexpression of the *MYH3* gene. BI’s a* values in LL samples are generally lower when compared to AL pigs (7.8 vs. 10.3, *p* < 0.01) [14] but slightly higher when compared to leaner breeds such as Landrace (5.63), Duroc (7.32) and Yorkshire (6.91) [46]. Similarly, and as mentioned before, BI pigs tend to accumulate less IMF than AL pigs (5.7 vs. 7.3 g/100 g, *p* < 0.01) but significantly more than extensively selected lean breeds. Therefore, our results indicate that in AL pigs other transcription regulatory mechanisms than MYH3 signalling play a bigger and more powerful role in influencing these complex traits since frequently meat quality traits depend on multiple mechanisms determined by numerous loci. Nevertheless, MYH3 signalling may explain the moderate to high levels of redness and IMF presented by BI pigs when compared to leaner breeds. These traits contribute to an improved meat quality and are due to possibly higher content of oxidative (red) muscle fibres, although muscle fibre types were not measured in this study.

Surprisingly, a gene encoding for another myosin heavy chain component, *MYH7*, showed a trend towards AL (log2 FC = 0.921, q = 0.076), a difference boosted by qPCR (log2 FC = 1.025, *p* < 0.01). *MYH7* is also a molecular marker for slow/type 1/oxidative muscle fibres but is generally associated with the heavy chain subunit of cardiac myosin, although it can also be found expressed in skeletal muscle tissue [47].

Another important factor regulating muscle contraction is troponin T1 (*TNNT1*), a subunit of troponin which, as *MYH7*, tended to be overexpressed in AL either in RNA-seq (log2 FC = 0.764, q = 0.091) as in qPCR (log2 FC = 0.738, *p* = 0.070). 

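TNNT1 (ENSSSCG00000025353) lies on chromosome 6 of Sscrofa11.1 from 59351445 to 59365584, where no gene of the opposite strand comes within 5 kb. Its normalised count was 387 ± 122 (SD, n = 5) in AL and 229 ± 52.9 (SD, n = 5) in BI, a log2 fold change of 0.73 (standard error 0.22). The adjusted p was 0.336 in limma with Benjamini-Hochberg adjustment and also over 0.05 in each of the 24 alternatives, from 0.0814 (DESeq2 on the same genes) to 0.581 (limma without AL63). Single pigs moved the log2 fold change between 0.59 (without AL63) and 0.83 (without AL52). The counts of 3 AL pigs exceeded those of every BI pig (exact two-sided permutation test p = 0.0238, Benjamini-Hochberg q = 0.276). MYH7 was not analysed here, since its symbol was not paired with an identifier of the deposited table.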

*TNNT1* expression is also specific of slow skeletal muscle fibres in vertebrates and regulates muscle contraction through the troponin complex which is mediated by calcium concentration in the cells [48].

In our results, we associate both MYH7 as well as TNNT1 signalling in AL with an increase in the differentiation of slow muscle fibres, and to a stronger extent to what occurs in BI pigs through MYH3 signalling. No markers for fast skeletal muscle fibres were detected in the *p* < 0.05 or either *p* < 0.1 significance range suggesting identical presence of this fibre type in both breeds. On the other hand, red fibre type presence is suggested to be linked to MYH3 signalling in BI pigs, and MYH7 and TNNT1 signalling in AL pigs. Consequently, a higher presence of slow muscle fibres in AL pigs is associated with inducing reddish meat with increased IMF content and overall meat quality.

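A list of 14 genes of fast fibres was compared as a set, of which 10 were paired with an identifier and 9 were among the genes tested (TNNT3, TNNI2, TNNC2, MYL1, ATP2A1, ACTN3, CASQ1, MYBPC2 and MYOZ1). Their mean log2 fold change was -0.16, with 2 of the 9 higher in AL, and camera with its preset correlation gave a two-sided p of 0.0961 (limma's model across all genes). The p was 0.455 with fry and 0.540 with an estimated correlation. Leaving out pigs moved the result most: the mean went from -0.01 without AL44 to -0.26 without AL46, where the camera p was 0.00257 while the fry p was 0.239. Camera also gave values under 0.05 without AL63 (mean -0.23, 0.0154), without BI36 (-0.20, 0.0471) and without BI37 (-0.21, 0.0419), and fry in none of these. Among 100 splits of the 10 pigs into 5 and 5, the breeds included, 59 gave a camera p for fast fibres as small as the breeds did. None of the 9 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. The lowest was that of TNNT3 (ENSSSCG00000031903), at 0.381 and a log2 fold change of -0.47, and its normalised count was 9072 ± 1958 (SD, n = 5) in AL and 12390 ± 1457 (SD, n = 5) in BI. For TNNT3 4 of 5 BI pigs exceeded all AL pigs (exact two-sided permutation test p = 0.0159, Benjamini-Hochberg q = 0.230, and 0.143 adjusted over the list alone), and LOC110259216 lies 145 bp from it on the opposite strand. The log2 fold changes of the other 8 ran from -0.37 for TNNI2 to 0.13 for ATP2A1. PVALB (ENSSSCG00000000138), paired with an identifier but not tested by limma, had 15 reads over the AL pigs (2 to 6 per pig) and 5 over the BI pigs (0 to 2 per pig). Every AL value lay above every BI value, against the direction of the list (log2 fold change 1.02, exact two-sided permutation test p = 0.00794, not adjusted). Apart from AL46, every pig was at or under the 3-read limit, too few reads to compare the breeds on. The signs of ATP2A1, ACTN3, MYBPC2 and MYOZ1 depended on single pigs, and that of MYBPC2 (-0.02) also on the test (0.06 with DESeq2 on the same genes). ATP2A1 and ACTN3 are the neighbours of RABEP2 and CTSF on the opposite strand, where NCF4 overlaps PVALB, LOC110257453 overlaps TNNC2 and LOC102160916 overlaps MYL1.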

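Slow fibres were followed through a list of 10 genes, 6 of which were paired with an identifier and 4 tested. These were TNNT1, which the study itself picked from these pigs, with TNNI1, TNNC1 and ATP2A2. The normalised count of TNNI1 (ENSSSCG00000024061) was 154 ± 45.4 (SD, n = 5) in AL and 96.0 ± 33.3 (SD, n = 5) in BI, that of TNNC1 (ENSSSCG00000011441) 103 ± 27.0 (SD, n = 5) and 60.4 ± 21.2 (SD, n = 5), and that of ATP2A2 (ENSSSCG00000034386) 280.0 ± 115 (SD, n = 5) and 149 ± 31.4 (SD, n = 5). The log2 fold changes were 0.68, 0.78 and 0.80, and none passed limma's test with Benjamini-Hochberg adjustment (adjusted p = 0.489, 0.381 and 0.501). Together the 4 genes were higher in AL by a mean log2 fold change of 0.75, with a two-sided camera p of 3.43e-06 at the preset correlation. This call held under fry (p = 0.0116) and under an estimated correlation (p = 0.0174), both from limma's model, but 8 of the 100 splits of the pigs gave a camera p as small. With any single pig left out the mean stayed between 0.61 (without AL63) and 0.87 (without BI25). Over the wider gene set MYL2 (log2 fold change 0.66) and MYL3 (0.58) joined the list, and its mean over 6 genes was 0.70, with p = 8.78e-06 in camera, 0.0194 in fry and 0.0514 with the estimated correlation. TNNI1 lies on chromosome 10 of Sscrofa11.1 from 23788279 to 23800554 (443 bp from LOC106505119 on the opposite strand), TNNC1 on chromosome 13 of Sscrofa11.1 from 34591571 to 34594320 (1468 bp from NISCH) and ATP2A2 on chromosome 14 of Sscrofa11.1 from 31674659 to 31744981, where it overlaps ANAPC7. In the paper MYH7 and TNNT1 were trends towards AL by RNA-seq, and by qPCR MYH7 differed significantly while TNNT1 was again a trend. MYH3 was significantly higher in BI by RNA-seq, but only numerically by qPCR. From these results the paper associates AL with a greater differentiation of slow fibres. From the lack of a difference in fast fibre markers it proposes that fast fibres are equally present in both breeds, and it then links the slow fibres of AL to redder meat with more intramuscular fat.

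**Figure D3:**
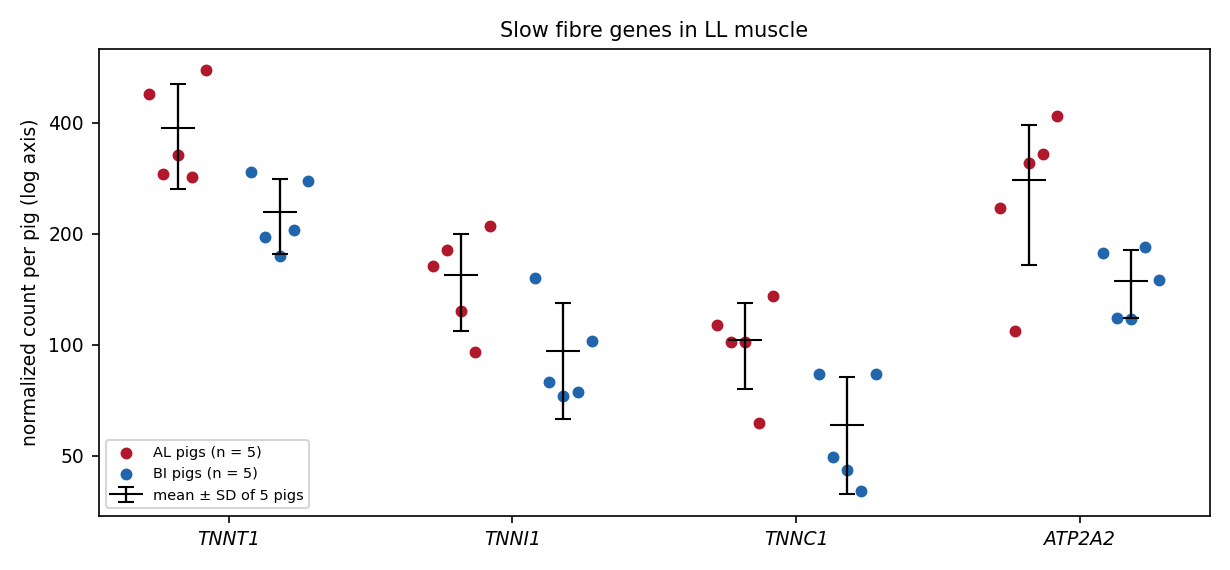
Normalised counts of TNNT1, TNNI1, TNNC1 and ATP2A2 in each AL pig (red) and BI pig (blue) on a log axis, with bars for the mean ± SD of 5 pigs. The AL mean is the higher for each gene and single AL and BI pigs overlap, as for ATP2A2, where the lowest AL pig had 109 and the highest BI pig 183.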

The SET and MYND Domain-Containing Protein 5 (SMYD5) is a member of the SMYD family of methyltransferases which play a crucial role in manipulating gene expression through post translational modifications on unique histone residues and other proteins [49]. SMYD proteins have been recognised as key regulators in skeletal and cardiac muscle development and function, though little is known about the specific roles linked to *SMYD5* [50]. Some studies also suggest a role of *SMYD5* in stimulating an anti-inflammatory response in *Drosophila* [51] and regulation of hematopoiesis in zebrafish [52]. 

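Reads on SMYD5 (ENSSSCG00000008305) were few, 30 over the 5 AL pigs and 135 over the 5 BI pigs, and its mean is under 50 in both breeds. The normalised count was 5.64 ± 4.89 (SD, n = 5) in AL and 26.4 ± 5.73 (SD, n = 5) in BI, and all BI pigs (19.8 to 33.0) lay above all AL pigs (exact two-sided permutation test p = 0.00794, Benjamini-Hochberg q = 0.0290). At a log2 fold change of -2.25 (standard error 0.39), limma gave an adjusted p of 0.0966 over the wider gene set (Benjamini-Hochberg). Its 3 alternatives, that value among them, ranged from 8.68e-04 (DESeq2 over the wider gene set) to 0.0966, with 2 under 0.05. The gene occupies chromosome 3 from 69552731 to 69566013, 717 bp from PRADC1 on the opposite strand.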

In our data, *SMYD5* was found significantly overexpressed in BI pigs (log2 FC = −2.171, q < 0.01) which agree with the higher ability of this breed to increase muscle tissue when compared to AL pigs, as well as with our previously proposed obesity-induced chronic inflammation state, particularly in AL pigs [34].

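For KDM2B (ENSSSCG00000029803) the normalised count averaged 688 ± 146 (SD, n = 5) in AL and 329 ± 170.0 (SD, n = 5) in BI, a log2 fold change of 1.18 (standard error 0.29). Limma with Benjamini-Hochberg adjustment gave 0.199, but 4 of 24 alternatives fell under 0.05, from 0.00497 (limma with no filter on low counts) up to 0.425 (limma without AL63). The breeds overlapped, as 3 of 5 AL pigs were above the highest BI pig (exact two-sided permutation test p = 0.0238, Benjamini-Hochberg q = 0.0507). KDM2B spans chromosome 14 from 31057121 to 31203093 and overlaps RNF34 and LOC110256772 of the opposite strand.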

Another determining factor of histone modification and transcriptional regulation found in our results was the gene encoding for lysine demethylase 2B (*KDM2B*), found overexpressed in AL pigs (log2 FC = 1.074, q < 0.01). KDM2B is generally associated with the demethylation of histones H3K4, H3K36, and H3K79, and repression of transcription. Recently, KDM2B was suggested to demethylate the non-histone target serum response factor (SRF), consequently inhibiting skeletal muscle cell differentiation and myogenesis [53]. On the other hand, KDM2B has also been heavily linked with an increased inflammatory response through epigenetic regulation of interleukin 6 [54]. Overexpression of *KDM2B* in AL pigs supports our previous hypotheses of lower muscle deposition and higher inflammatory state occurring in AL pigs when compared to BI pigs.

The lymphocyte specific protein 1 (LSP1) was found to be significantly overexpressed in BI pigs (log2 FC = −1.052, q < 0.01). 

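All 5 BI pigs had more LSP1 (ENSSSCG00000031487) than any AL pig, with normalised counts of 311 to 665 in BI and 204 to 284 in AL. The means were 236 ± 29.8 (SD, n = 5) in AL and 494 ± 158 (SD, n = 5) in BI, and the exact two-sided permutation test gave p = 0.00794 (Benjamini-Hochberg q = 0.0290). At a log2 fold change of -1.01 (standard error 0.21), the limma adjusted p was 0.151 with Benjamini-Hochberg. The 24 alternatives spread between 0.00135 (DESeq2 over the wider gene set) and 0.405 (limma without BI42), with 4 under 0.05. LSP1 sits on chromosome 2 from 1261957 to 1295891 and overlaps LOC110259216 of the opposite strand.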

*LSP1* encodes for an intracellular F-actin binding protein that participates in functions such as cell migration and signalling, particularly by regulating the recruitment of circulating leukocytes to inflamed sites [55]. In 2013, Ehrlich [56] first suggested the role of *LSP1* in influencing skeletal muscle development. Results from his work consistently associated an exceptional myogenic differential methylation in various subregions of the *LSP1* gene through binding to the myogenic transcription factor MYOD, particularly in the murine region of the gene. Consequently, DNA methylation status of LSP1 may prove key for alternative promoter usage and stimulating highly specific myogenic factors in BI pigs.

WD Repeat Domain 91 (*WDR91*) was found to be significantly overexpressed in AL pigs through RNAseq (log2 FC = 2.818, q < 0.01) as well as qPCR (log2 FC = 1.197, *p* < 0.05). This gene encodes for a protein that is known to negatively regulate a core subunit of the phosphoinositide 3-kinase (PI3K) complex. This complex is involved in the regulation of several functions including cell growth, proliferation, and differentiation. 

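The mean normalised count of WDR91 (ENSSSCG00000016532) was 113 ± 108 (SD, n = 5) in AL, a spread nearly as large as the mean, and 16.3 ± 8.19 (SD, n = 5) in BI. AL pigs ranged from 20.5 to 292, and 4 of 5 were above the highest BI pig at 24.7 (exact two-sided permutation test p = 0.0238, Benjamini-Hochberg q = 0.0507). The log2 fold change of 2.37 (standard error 0.58) went from 1.90 without AL46 to 2.85 without AL52. Over the wider gene set limma gave an adjusted p of 0.169 (Benjamini-Hochberg), and its 5 alternatives reached from 7.99e-04 (DESeq2 over the wider gene set) to 0.231 (limma with a summed count of at least 50 in each breed). WDR91 is on chromosome 18 from 14092265 to 14124127 without a neighbour on the opposite strand within 5 kb.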

PI3K signals a network that ultimately leads to mTOR activation [57,58]. Continuous inhibition of this pathway in AL pigs suggests a decrease in overall protein synthesis which agrees with the lower muscle deposition when compared with BI pigs. Furthermore, PI3K activity can act as a molecular switch to regulate correct insulin signalling and activation [59]. Downregulation of this pathway through WDR91 agrees with the proposed lower insulin sensitivity in AL pigs via PI3K inhibition. *WDR91* has also been previously associated as a potential epigenetic regulator of skeletal muscle stem cells in adult mice, which are crucial for the maintenance and regeneration of adult skeletal muscles [60].

The role of epigenetics in the modulation of myogenesis is a current topic of increasing scientific interest, particularly due to the development of new methods that profile methylation. Mammalian DNA methylation is known to regulate the expression of specific target genes through silencing or upregulation, controlling the direction of major metabolic pathways [56]. Our results suggest a solid presence and influence of these mechanisms, particularly through activation of *SMYD5* and *LSP1* in BI and *KDM2B* and possibly *WDR91* in AL pigs, in stimulating BI muscle growth and inhibiting skeletal muscle differentiation in AL pigs, respectively.

The gene that encodes for the F-box protein 32 (*FBXO32*), also known as muscle atrophy F-box protein (*MAFbx*), tended to be overexpressed in AL pigs (log2 FC = 0.833, q = 0.094) which was confirmed by qPCR (log2 FC = 0.587, *p* = 0.098). 

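FBXO32 (ENSSSCG00000005981) had 213 reads over the AL pigs and 126 over the BI pigs, with a mean under 50 in both breeds. Its normalised count was 42.4 ± 8.29 (SD, n = 5) in AL and 23.7 ± 5.61 (SD, n = 5) in BI, with 4 AL pigs above every BI pig (exact two-sided permutation test p = 0.0159, Benjamini-Hochberg q = 0.230). Its log2 fold change was 0.82 (standard error 0.23). Across the 4 alternatives the adjusted p (Benjamini-Hochberg) lay between 0.0947 with DESeq2 over the wider gene set and 0.388 with limma with no filter on low counts. No gene lies within 5 kb on the opposite strand of its position on chromosome 4 from 15895875 to 15925929.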

Protein degradation in skeletal muscles is primarily mediated by the ubiquitin proteasome pathway, particularly muscle specific ubiquitin ligases, of which FBXO32 is proposed to have a central role in inducing proteolysis [61,62]. Increased skeletal muscle deposition demand higher protein levels which are dependent on the balance between protein synthesis and its degradation rates. Both, protein synthesis and proteolysis, are irreversible processes so that their resulting products, either proteins or aminoacids, do not influence the rates at which both processes take place [63,64]. Our results suggest a higher impact of proteolysis over protein synthesis in shifting this balance. Furthermore, overexpression of *FBXO32* is suggested to negatively modulate protein abundance on the skeletal muscle tissue in AL pigs and, consequently, limit new muscle growth when compared to BI pigs, justifying the lower loin weight in AL pigs.

The mitogen-activated protein kinase kinase kinase 14 (*MAP3K14*) was to be found significantly overexpressed in AL with RNA-seq (log2 FC = 1.829, q < 0.01), a result also confirmed with qPCR (log2 FC = 0.983, *p* < 0.05). 

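MAP3K14 (ENSSSCG00000017330) was counted at 20.6 ± 6.91 (SD, n = 5) in AL and 5.79 ± 1.92 (SD, n = 5) in BI after normalisation, from 105 and 31 reads. The lowest AL pig (13.2) was above the highest BI pig (7.76), which gave the smallest p the exact two-sided permutation test allows (p = 0.00794, Benjamini-Hochberg q = 0.0290). At a log2 fold change of 1.66 with a standard error of 0.33, limma over the wider gene set gave an adjusted p of 0.135 (Benjamini-Hochberg). Its 3 alternatives, that value among them, ran from 0.00545 (DESeq2 over the wider gene set) to 0.135, and 2 of the 3 were under 0.05. The gene is placed on chromosome 12 from 18142899 to 18182931, 139 bp from LOC102160528 on the opposite strand.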

*MAP3K14* is a gene encoding for a serine/threonine protein-kinase (NF-*κ*B-inducing kinase, NIK) that binds and transcriptionally regulates the expression of a number of molecules such as proinflammatory cytokines and chemokines [65]. High levels of MAP3K14 have previously been associated with skeletal muscle catabolism and atrophy [66], through increased expression of myostatin and decreased MyoD, which can be associated with the reduced loin proportion in the carcass of AL pigs when compared to that observed in BI (3.63 vs. 5.14%, *p* < 0.05). Several studies have also previously proposed the linkage of NIK overexpression with induced skeletal muscle insulin resistance and chronic inflammation development [67,68], in agreement with our previous suggestion of lower insulin sensitivity of the AL breed [34]. MAP3K14 has also been previously reported as a candidate gene to control feed efficiency in Duroc pigs [69] and its overexpression in AL agrees with the higher feed conversion ratios estimated in our AL and BI pigs (5.45 vs. 4.30 kg/kg, *p* < 0.05). Furthermore, in the hepatic tissue of obese mice, MAP3K14 has been also shown to reduce lipid oxidation via inhibition of peroxisome proliferator-activated receptor alpha (PPARA) [70]. While effects on the muscle tissue remain unclear in the current literature, a similar outcome occurring in the skeletal muscle of our pigs would agree with the fatter profile of AL’s meat.

The ATPase H+ transporting V1 subunit C1 (*ATP6V1C1*) encodes for a component of vacuolar-type proton-translocating ATPase (V-ATPase) which is responsible for mediating the acidification of numerous intracellular components and was found to be overexpressed in AL pigs (log2 FC = 0.760, q = 0.046). This subunit C1 of V-ATPase is highly expressed in osteoclasts which participate in the breakdown of bone tissue [71] and may contribute to the higher bone mass found in BI when compared to AL pigs [72]. On the other hand, V-ATPase activity upregulated by ATP6V1C1 can activate the mTOR pathway which is involved in the regulation of multiple processes that lead to protein synthesis and muscle development [73].

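In AL the normalised count of ATP6V1C1 (ENSSSCG00000006054) was 264 ± 69.8 (SD, n = 5), and in BI 157 ± 27.9 (SD, n = 5). The log2 fold change was 0.72 (standard error 0.20, limma adjusted p = 0.299 with Benjamini-Hochberg) and stayed positive with each pig left out, from 0.60 to 0.88. DESeq2 on the same genes gave a Benjamini-Hochberg value of 0.0290, one of 2 under 0.05 among 24 alternatives, the highest being 0.554 (limma without AL49). Its position on chromosome 4 from 34033943 to 34084990 has no neighbour of the opposite strand within 5 kb.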

Fibroblast growth factor (FGF) signalling can produce numerous beneficial effects on metabolic associated morbidities. FGFs are key for skeletal muscle regeneration and higher abundance is also associated with a higher presence of connective tissue [74,75]. FGFs signal via FGF receptors, requiring the binding of specific klotho proteins. Klotho Beta (*KLB*) is a cell-surface protein coding gene that was found overexpressed in AL pigs (log2 FC = 1.232, q < 0.01). 

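KLB (ENSSSCG00000026297) showed little spread in AL, with a normalised count of 132 ± 6.16 (SD, n = 5), and 77.5 ± 14.9 (SD, n = 5) in BI. Every AL pig was above every BI pig (exact two-sided permutation test p = 0.00794, Benjamini-Hochberg q = 0.0290). At 0.78, with a standard error of 0.16, the log2 fold change stayed between 0.70 and 0.86 when pigs were left out one at a time. The adjusted p was 0.151 in limma with Benjamini-Hochberg, and over 24 alternatives it went from 0.00113 (DESeq2 on the same genes) to 0.405 (limma without BI42), under 0.05 in 3. KLB lies on chromosome 8 from 30653434 to 30696123 and overlaps RPL9, a ribosomal protein gene of the opposite strand.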

The KLB product is suggested to be mandatory in the activation of several endocrine FGFs including FGF21, FGF19 and FGF15 [76]. FGF15 and 19 in particular are known to downregulate lipogenesis, bile acid metabolism and feeding response, while promoting cell proliferation [77]. On the other hand, FGF21 promotes insulin sensitivity, energy usage, and consequently weight loss [78]. In view of this, overexpression of KLB in AL pigs is, therefore, an intriguing result since AL pigs are proposed to have lower insulin sensitivity and higher lipid deposition than BI pigs. Nevertheless, other regulatory mechanisms might be influencing this pathway, particularly FGF receptor expression, which may play an important role in limiting FGF21, FGF19 and FGF15 signaling in the muscle tissue of AL pigs.

Surprisingly, the gene encoding for leiomodin 1 (*LMOD1*) which is associated with smooth muscle differentiation and contraction, has been found overexpressed in BI pigs (log2 FC = −0.714, q < 0.05) when compared to AL pigs. 

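Normalised counts of LMOD1 (ENSSSCG00000031201) were 178 ± 52.7 (SD, n = 5) in AL and 293 ± 27.8 (SD, n = 5) in BI, and 4 BI pigs lay above the whole of AL (exact two-sided permutation test p = 0.0159, Benjamini-Hochberg q = 0.0453). With a log2 fold change of -0.76 (standard error 0.19), its adjusted p was 0.199 by limma and Benjamini-Hochberg. Among 24 alternatives 3 were under 0.05, and the values reached from 0.0290 (DESeq2 on the same genes) to 0.405 (limma without BI42). It lies on chromosome 10 from 24165293 to 24194823 and overlaps LOC110255662 of the opposite strand, with SHISA4 3789 bp away.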

In vertebrates, LMOD2 and LMOD3 isoforms are preferably more expressed in skeletal muscle cells than LMOD1 [79]. Higher expression levels of the latter may be linked to hyperthyroidism while low levels have been linked to atherosclerosis in humans [80].

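Casein kinase gene CSNK1D (ENSSSCG00000035852) had a normalised count of 794 ± 37.4 (SD, n = 5) in AL and 1278 ± 274 (SD, n = 5) in BI. BI37 decided the BI spread, at 789.7 against 1351 to 1417 in the other BI pigs. The log2 fold change was -0.65 (standard error 0.16, limma adjusted p = 0.199 with Benjamini-Hochberg), and without BI37 it was -0.82, with an adjusted p of 0.0124 from the same test. That is the lowest of 24 alternatives, which reached up to 0.493 (limma without BI42). CSNK1D is on chromosome 12 from 768856 to 794495, 2387 bp from SLC16A3 on the opposite strand.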

In our data, Casein kinase 1 delta (*CSNK1D*) was found overexpressed in BI pigs (log2 FC = −0.674, q < 0.05) when compared to AL pigs. *CSNK1D* participates in the regulation of several processes through phosphorylation of many distinct protein substrates involved in cell proliferation and differentiation [81]. Additionally, it has also been demonstrated that CSNK1D is decisive in maintaining the accuracy of circadian rhythms in mammals [82]. The circadian clock is known to influence several canonical pathways including mTORC1 activity [83].

Regarding lipid metabolism related genes, prostaglandin E synthase 2 (*PTGES2*) was found to be significantly overexpressed in the fatter AL pigs (log2 FC = 1.551, q < 0.05). 

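The count of PTGES2 (ENSSSCG00000022655) rested on 133 reads in AL and 47 in BI, which is 26.0 ± 10.1 (SD, n = 5) and 8.90 ± 2.87 (SD, n = 5) after normalisation. No BI pig reached the lowest AL pig (exact two-sided permutation test p = 0.00794, Benjamini-Hochberg q = 0.0290). Limma over the wider gene set gave a log2 fold change of 1.43 (standard error 0.33) and an adjusted p of 0.155 with Benjamini-Hochberg. Of its 3 alternatives, that value among them, 2 fell under 0.05 (0.0128 to 0.155). On chromosome 1 from 268585725 to 268591356, PTGES2 has no gene of the opposite strand within 5 kb.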

Prostaglandin E2 participates in several biological activities, including smooth muscle function, body temperature regulation, pain induction and stimulation of bone resorption [84]. PUFAs can affect prostaglandins by serving as substrates and competitive inhibitors for their synthesis [85]. PTGES2 mediates the synthesis of prostaglandin E2 from arachidonic acid (C20:4 n-6) which may explain the numerically higher proportion of this PUFA in BI pigs.

Prolyl 4-hydroxylase subunit beta (*P4HB*) was found overexpressed in AL pigs (log2 FC = 1.171, q < 0.05). 

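P4HB (ENSSSCG00000039148) varied more among AL pigs, at 176 ± 91.9 (SD, n = 5), than among BI pigs, at 78.8 ± 10.5 (SD, n = 5) normalised counts. 4 of 5 AL pigs were above all BI pigs (exact two-sided permutation test p = 0.0238, Benjamini-Hochberg q = 0.0507), and the log2 fold change was 1.00 (standard error 0.31). Its limma adjusted p of 0.352 (Benjamini-Hochberg) sat within a range over 24 alternatives from 0.0290 (DESeq2 on the same genes) to 0.571 (limma without AL49). P4HB is found on chromosome 12 from 1121816 to 1131291 and overlaps LOC110255936 of the opposite strand.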

*P4HB* encodes for a highly abundant and multifunctional protein involved in the catalysis of the formation, breakage, and rearrangement of disulphide bonds. Additionally, expression of P4HB has been linked with the biology of cytosolic lipid droplets in specific human enterocytes [86].

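Between AL pigs the normalised count of ALAS1 (ENSSSCG00000011437), an enzyme gene of heme synthesis, ranged from 5.67 to 109, with a mean of 60.3 ± 43.8 (SD, n = 5). In BI it was 12.2 ± 6.89 (SD, n = 5), from 64 reads. A log2 fold change of 1.92, with a standard error of 0.67, moved between 1.54 (without BI37) and 2.59 (without AL44). The breeds could not be separated by the exact two-sided permutation test (p = 0.0794, Benjamini-Hochberg q = 0.135). Limma gave 0.353 over the wider gene set, and 1 of 5 alternatives was under 0.05 (0.0189 with DESeq2 over the wider gene set, highest 0.424, Benjamini-Hochberg). ALAS1 lies on chromosome 13 from 34333263 to 34347435, with no gene of the opposite strand within 5 kb.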

The gene encoding for 5’-aminolevulinate synthase 1 (*ALAS1*) was found significantly overexpressed in AL (log2 FC = 2.322, q < 0.05). The mitochondrial enzyme produced primarily catalyses the rate-limiting step in heme biosynthesis and its deficiency has previously been associated with acute hepatic porphyrias [87]. *ALAS1* is ubiquitously expressed, commonly regarded as a housekeeping gene, since every nucleated cell must synthesise a heme group for respiratory cytochromes [87]. More recently, ALAS1 has been associated with lipid metabolism regulation through peroxisome proliferator-activated receptor alpha (PPARA). A study by Rakhshandehroo [88] has demonstrated higher expression levels of *ALAS1* specifically induced by PPARA in human hepatocytes.

### 3.4. Functional Analysis

A total of 475 biological functions (*p* < 0.05) were retrieved by the IPA software for our dataset (Table 2). 

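The genes that Table 2 lists for the quantity of cells, other than LSP1, were higher in AL, with log2 fold changes from 0.93 for THRA to 2.24 for IL12RB1, while LSP1 was higher in BI. THRA (ENSSSCG00000035969) had the most reads, with a normalised count of 4176 ± 1129 (SD, n = 5) in AL and 2172 ± 536 (SD, n = 5) in BI, and it overlaps NR1D1 of the opposite strand. AL52, at 2249, was below the other AL pigs (4189 to 5106) and among the BI pigs. PSMB9 (ENSSSCG00000001463) did not overlap between the breeds, at 51.3 ± 14.2 (SD, n = 5) in AL and 17.2 ± 7.38 (SD, n = 5) in BI (exact two-sided permutation test p = 0.00794, Benjamini-Hochberg q = 0.0290), and TAP1 lies 144 bp and LOC110261500 4576 bp from it on the opposite strand. Neither passed in limma with Benjamini-Hochberg adjustment (0.199 for THRA over the 1513 genes, 0.115 for PSMB9 over the wider gene set). Over their alternatives the values ran from 0.0140 to 0.488 for THRA and from 8.68e-04 to 0.163 for PSMB9. Of the genes of neuronal cell death, ITPR1 (ENSSSCG00000023437) had 499 ± 164 (SD, n = 5) in AL and 260.1 ± 97.0 (SD, n = 5) in BI. It overlaps LOC106505661 of the opposite strand, and UCN was not analysed here.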

Four functions achieved a z-score enabling prediction of the activation direction, namely quantity of cells (z-score = 2.185) and quantity of leucocytes (z-score = 2.152), which were both predicted to be increased in AL, while neuronal cell death (z-score = −2.164) and apoptosis of tumour cell lines (z-score = −2.043) were predicted to be increased in BI.

As expected, *MAP3k14′*s coding product NIK is signalling the noncanonical NF-*k*B pathway, an alternative signalling cascade involved in the recruitment of leukocytes, macrophages, and lymphocytes. 

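Besides MAP3K14, PTGES2 and RUFY1, the lipid synthesis function of Table 2 rests on SPHK2 and TRIB1. SPHK2 (ENSSSCG00000030425) had 125 reads in AL and 51 in BI, a normalised count of 25.3 ± 10.1 (SD, n = 5) against 9.78 ± 3.17 (SD, n = 5), with no overlap between the breeds (exact two-sided permutation test p = 0.00794, Benjamini-Hochberg q = 0.0290). DBP lies 176 bp and RPL18 4230 bp from SPHK2 on the opposite strand. TRIB1 (ENSSSCG00000038500) had 57 and 18 reads, 11.3 ± 4.05 (SD, n = 5) and 3.53 ± 2.78 (SD, n = 5) after normalisation, with no gene of the opposite strand within 5 kb. The log2 fold changes were 1.25 (limma adjusted p = 0.221 over the wider gene set, Benjamini-Hochberg) and 1.60 (0.251). Among the alternatives SPHK2 ranged from 0.0468 to 0.221 and TRIB1 from 0.130 to 0.251.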

Though the respective retrieved z-score was below the threshold, lipid synthesis is suggested to be enhanced in AL which agrees with the previous phenotypical data.

A total of 64 upstream regulators were found related to the dataset (*p* < 0.05, Table S5) though none surpassed the required activation z-score threshold.

Ten networks associated to our gene dataset were identified with IPA. The top network found is represented in Figure 2, resuming 15 focus molecules and a total score of 3. This network illustrates the major involvement of the NF*κ*B complex (mediated by MAP3K14), Histone h3 complex (mediated by KDM2B), extracellular-signal-regulated protein kinase 1/2 (ERK 1/2, mediated by KLB) as main contributors for numerous gene interactions related to cell proliferation, differentiation and biochemistry.

### 3.5. Candidate Gene Expression Analysis with Real Time Quantitative PCR

A panel including the most relevant known genes involved in lipid metabolism was selected for quantification by RT-qPCR, as those were excluded in the RNAseq analysis due to their low reads counts. Results on these tested genes suggest a much more important role of lipid metabolism in defining the biochemical properties of each breed’s muscle tissue (Figure 3) when compared to our RNA-seq results. Overall, lipogenic related genes were found significantly overexpressed in AL when compared to BI, such as in the cases of *ACLY* (*p* < 0.01), *ELOVL6* (*p* < 0.01), and *ME1* (*p* = 0.01), which agree with the previously mentioned higher IMF content of AL pigs’ muscle tissue. A key gene in the de novo fatty acid synthesis, *FASN*, was only found with a numerical difference towards AL (*p* = 0.115), and the main fatty acid desaturation inducing gene, *SCD*, followed the same trend (*p* = 0.131). Similarly, expression levels of the complex multifunctional enzyme system coded by *ACACA* and responsible for catalysing the limiting step in fatty acid synthesis, was not statistically different between breeds (*p* = 0.338).

Adiponectin, coded by *ADIPOQ*, is widely known to modulate the lipid and glucose metabolisms by activating fatty acid oxidation pathways and increasing blood glucose utilisation, which culminate in the activation of the AMPK pathway and an increase in energy supply [89]. A study by Choudhary [67] demonstrated that NIK overexpression can induce skeletal muscle insulin resistance, while ADIPOQ is responsible for suppressing NIK expression and restoring insulin sensitivity. In our dataset, the gene coding for NIK expression was found overexpressed in AL when compared to BI samples, suggesting an overcompensation in adiponectin levels. This was confirmed by the qPCR results (Log2 FC = 0.783, *p* < 0.01). These results suggest that adiponectin resistance is occurring, particularly in AL pigs, since higher ADIPOQ levels are associated with leaner individuals while lower levels of this cytokine are detected in obese individuals [90]. According to our RNAseq data, ADIPOQ receptors ADIPOR1 and ADIPOR2 were numerically higher in BI, without statistical significance. This may suggest that a potential lower signalling could be occurring in AL. 

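ADIPOR1 (ENSSSCG00000010931) was counted with 62 reads in AL and 71 in BI, or 12.3 ± 4.31 (SD, n = 5) and 13.4 ± 1.92 (SD, n = 5) normalised counts. The difference was within the spread of the pigs (log2 fold change -0.18, exact two-sided permutation test p = 0.532, Benjamini-Hochberg q = 0.881), and its sign changed without AL49 (0.01). For ADIPOR2 (ENSSSCG00000000757) there were 15 and 23 reads, 2.95 ± 1.10 (SD, n = 5) in AL and 4.29 ± 2.04 (SD, n = 5) in BI, near the 3-read limit of each pig (exact two-sided permutation test p = 0.325, not adjusted). ADIPOR1 lies on chromosome 10 from 24907491 to 24923540 with no gene of the opposite strand within 5 kb, and ADIPOR2 on chromosome 5 from 68755789 to 68807247, where it overlaps LOC102159577 and CACNA2D4.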

Future investigation on the expression of these receptors, with a higher biological replication, as well as the circulating levels of adiponectin are needed to confirm this hypothesis.

Leptin, coded by *LEP*, is a cell-signalling hormone responsible for appetite regulation by informing the central nervous system when the total fat stored in the body rises. Individuals with high body fat composition exhibit higher levels of leptin, which signals the brain to decrease feeding and increase the use of stocked energy. Leptin is primarily secreted by the main energy store tissue of the body, white adipocytes, but it can also be found expressed in other tissues including skeletal muscle [91,92]. In our trial, LEP presented a tendency to be upregulated in AL pigs (*p* = 0.056) which agrees with the typically fatter composition of this breed when compared to BI. A suggested state of leptin resistance may be occurring in the AL, comparable to what happens with the genetically similar Iberian pig [93].

Our results from AL and BI breeds, particularly the differences in expression levels of lipogenic genes such as *ACLY* and *ME1* suggest that these may play an important role defining the synthesis of new fatty acids, overruling the importance of more central-rolled genes such as *ACACA* and *FASN*. ACLY and ME1 are responsible for catalysing reactions that produce specific non-lipid precursors, including cytosolic acetyl-CoA and NADPH, that can later be used by ACACA and FASN to assemble palmitic acid (C16:0) [94,95]. This fatty acid is the main precursor for the synthesis of stearic acid (C18:0) through ELOVL6, and oleic acid (C18:1 n-9) through SCD. ELOVL6 is responsible for catalysing the reaction that introduces two carbon groups to several SFAs and MUFAs [96] while SCD is accountable for introducing a cis double bond at the delta-9 position in fatty acyl-CoA substrates, including stearic and palmitic acids [97]. Higher expression levels of ELOVL6 and SCD in the loin muscle agree with the previously mentioned higher oleic acid content of AL and may also justify the lower proportion of stearic acid (C18:0) when compared to BI. Nevertheless, we cannot exclude the possibility of more gene regulators being involved in influencing these traits, particularly ones related to fatty acid desaturation since SCD expression was only numerically higher in AL pigs. The generic overexpression of lipogenic related genes in the LL muscle of the AL breed agrees with the higher IMF content when compared to BI pigs. The contribution of lipolytic genes in the regulation of this metabolic balance remains unclear while the higher leptin and adiponectin signalling in the obese AL suggest that these hormones fail to stimulate lipolytic pathways, possibly through post-transcriptional regulation.

### 3.6. Linking Adipose and Skeletal Muscle Tissue Transcriptomes

In a previous study, we explored the genome function of these two local breeds at the adipose tissue level [34]. Several DE genes involved in lipid metabolism were previously detected in adipose tissue through RNAseq but were not detected in muscle tissue, including *ACLY*, *ELOVL6, FASN*, *LEP*, *ME1* and *SCD*. This agrees with the suggestion that lipid metabolism in muscle and adipose tissues are differently regulated [98,99].

Furthermore, the total DEG output (*p* < 0.05) was also much larger in the adipose tissue when compared to the muscle one (458 vs. 49, respectively), with a greater proportion found overexpressed in the AL breed (57 vs. 69%, respectively). This pattern agrees with the lower relevance of muscle tissue in influencing lipid composition through transcriptional and signalling regulation. Perception of adipose tissue as a mere energy storage element is outdated and its functions have been extended to a pivotal endocrine organ that secretes numerous substances that influence homeostasis and metabolism. On the other hand, the combining interactions between skeletal muscle cells and adipocytes have the most impact in defining fat and lean tissue depositions and their respective efficiency rates [100].

Both studies share a total of four DEGs in common, namely chromobox 1 (*CBX1*), integrator complex subunit 11 (*INTS11*), *STMN3* and RUN and FYVE domain containing 1 (*RUFY1*). *CBX1* encodes for a highly conserved protein that binds to methylated histone 3 tails at the lysine 9 residue, acting as an epigenetic agent that modulates chromatin structure and gene expression [101]. This gene was found to be consistently overexpressed in AL pigs in either adipose or LL (log2 FC = 0.954, q < 0.05 vs. log2 FC = 1.300, q < 0.05, respectively) which indicates the relevance of epigenetic mechanisms in regulating gene expression through histone modifications across different tissues, particularly in AL pigs. 

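In the LL muscle CBX1 (ENSSSCG00000017529) had a normalised count of 56.8 ± 24.2 (SD, n = 5) in AL and 23.3 ± 4.89 (SD, n = 5) in BI, and a log2 fold change of 1.15 (standard error 0.31). 4 of the 5 AL pigs were above the BI pigs (exact two-sided permutation test p = 0.0318, Benjamini-Hochberg q = 0.0630). Its adjusted p over the wider gene set was 0.221 in limma with Benjamini-Hochberg, and 1 of 5 alternatives, DESeq2 over the wider gene set, fell under 0.05 (0.0189, highest 0.299). CBX1 occupies chromosome 12 from 24319104 to 24351057, 223 bp from SNX11 and 2339 bp from NFE2L1 on the opposite strand. The adipose tissue was not analysed here.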

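INTS11 (ENSSSCG00000003339) was the one gene that limma called over the wider gene set, with an adjusted p of 0.00807 (Benjamini-Hochberg) and values from 5.47e-09 (DESeq2 over the wider gene set) to 0.00855 over its 5 alternatives. The normalised count in LL was 41.4 ± 11.2 (SD, n = 5) in AL and 133 ± 28.1 (SD, n = 5) in BI, and the lowest BI pig (107) exceeded the highest AL pig (58.5; exact two-sided permutation test p = 0.00794, Benjamini-Hochberg q = 0.0290). Its log2 fold change was -1.68 (standard error 0.22) and stayed between -1.81 and -1.56 without any single pig. With a mean under 50 in AL, it is outside the 1513 genes. INTS11 is on chromosome 6 from 63596809 to 63607915 and overlaps PUSL1 of the opposite strand, with CPTP 76 bp away.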

*INTS11* encodes for the integrator complex subunit 11, an element of the 12-subunit complex that participates in the transcription and processing of small nuclear RNAs [102] and was found consistently overexpressed in BI in both tissues (log2 FC = −1.297, q < 0.01 vs. log2 FC = −1.675, q < 0.01, respectively). On the other hand, *STMN3* encodes for a highly conserved phosphoprotein in vertebrates, generally associated with the deregulation of microtubule dynamics and tubulin sequestering [103]. 

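Pig by pig, the 5 AL libraries held between 2 and 7 reads on STMN3, normalised counts of 1.78 to 6.61. Of the BI pigs, BI25, BI34, BI37 and BI42 held between 45 and 93 reads (45.1 to 102), while BI36 held 2 reads (1.72), as few as the AL pigs. Without BI36 the log2 fold change of STMN3 on the log2(normalised count + 1) scale was -4.04. With all pigs kept, DESeq2 over the wider gene set also gave -4.04.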

*STMN3* is commonly associated with various functions in the nervous system and, in our results, presented similar overexpression patterns in BI pigs in both adipose tissue and LL (log2 FC = −2.058, q < 0.01 vs. log2 FC = −4.033, q < 0.01). *RUFY1* is a gene responsible for encoding a protein that binds to several signalling molecules and is suggested to participate in cell polarity and membrane trafficking mediated by small GTPases [104]. 

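RUFY1 (ENSSSCG00000014023) in LL reached a normalised count of 124 ± 33.5 (SD, n = 5) in AL and 59.6 ± 26.1 (SD, n = 5) in BI, with 3 AL pigs above the BI pigs (exact two-sided permutation test p = 0.0238, Benjamini-Hochberg q = 0.0507). A log2 fold change of 1.08 (standard error 0.27) came with a limma adjusted p of 0.199 (Benjamini-Hochberg). Over 23 alternatives this ran from 0.0260 (DESeq2 on the same genes) to 0.441 (limma without BI25). The gene is on chromosome 2 from 78974361 to 79021677, where LOC110259385 overlaps it and HNRNPH1 lies 2562 bp away, both on the opposite strand.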

Curiously, *RUFY1* was found overexpressed in BI’s adipose tissue and in AL’s *longissimus lumborum* tissue (log2 FC = −1.809, q < 0.01 vs. log2 FC = 1.060, q < 0.05). This suggests that different requirements are needed across tissues concerning *RUFY1′*s contribution towards cellular homeostasis. Additionally, *RUFY1*, also known as *RABIP4*, can modulate intracellular trafficking of the glucose transporter 4 (GLUT4) which plays a crucial role in increasing the transportation of circulating glucose to the cells [105]. Our results suggest that unexpectedly and despite similar circulating glucose levels in both breeds, either before or after slaughter (see Tables S2 and S3), on the adipose tissue higher circulating levels of glucose are taken to BI’s adipocytes when compared to AL pigs, probably to be stored as fat after glucose homeostasis is achieved. This also suggests that the higher fat stores presented in AL when compared to BI pigs [14] are regulated through other mechanisms. On the other hand, in the LL the opposite is suggested to occur, where higher levels of glucose can be used as fuel to power the muscle cell or long-term stored as glycogen. Higher glucose uptake via *RUFY1* and *GLUT4*, in the AL’s muscle tissue may explain the higher IMF content when compared to BI pigs.

Intramuscular fat participates in important regulatory roles in muscle, particularly through insulin-mediated glucose uptake and lipid peroxidation. Oversupply of fat stores is then strongly associated with decreased insulin sensitivity in skeletal muscle [106]. The proposed obesity-induced chronic inflammatory state in AL pigs, caused by exacerbated lipid accumulation, induces expression of pro-inflammatory cytokines and activation of numerous signalling pathways, including the nuclear factor-kappa B (NF*κ*B) pathway, which ultimately are suggested to inhibit insulin signalling and action [107]. Interestingly, while we associated MAP3K14 with the activation of the NF*κ*B pathway in the LL of AL pigs (log2 FC = 1.829, q < 0.01), in the adipose tissue this role seems to be played by MAP3K15 (log2 FC = 1.036, q < 0.05). However, development of insulin resistance involves several complex biological mechanisms that are not fully understood yet. BI’s lower tendency to store fat when compared to AL pigs does not exclude the possibility of decreased insulin sensitivity to be occurring. BI pigs presented significantly higher total collagen content than AL pigs (13.7 vs. 16.3 mg/g, *p* < 0.05) which has previously been positively associated with insulin resistant skeletal muscle tissue in human patients [108].

Overall expression of the selected candidate genes involved in lipid metabolism was similar between adipose and muscle tissues. In short, lipogenic related genes were consistently more expressed in the AL breed across both studies which agrees with the fatter profile of this breed. Higher absolute fold change values were higher in adipose tissue though more significant differences between breeds were observed in the muscle tissue (Table 3).

Next-generation sequencing techniques such as RNA-seq provide a broad and insightful perspective over a tissue transcriptomics but still struggle with the analysis of low expression data, while differences within high read counts are more easily detected [109]. In our dataset, several key genes involved in lipid synthesis and regulation were found below the cut-off point regarding total read count in the filtering step, which determined their premature withdrawal of the differential expression analysis. 

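Summed over the 5 pigs of a breed, ACACA had 43 reads in AL and 68 in BI, and ME1 51 in AL and 38 in BI. ELOVL6 had 10 reads in each breed and ACLY 4 in AL and 6 in BI. SCD and ADIPOQ each had 2 reads in AL and 1 in BI, LEP 0 and 1, and PPARG and DGAT2 0 in both breeds. ACACA overlaps C12H17orf78 of the opposite strand, with TADA2A 89 bp away, and ELOVL6 overlaps LOC110261988. For ACACA and ME1, the pair with the most reads of these, the exact two-sided permutation test gave p = 0.182 (q = 0.614) and p = 0.214 (q = 0.654, Benjamini-Hochberg). SCD, ADIPOQ and LEP were at or under 3 reads in every pig, so that a difference between the breeds was not detectable with so few counted reads. ELOVL6 and ACLY were under 3 reads per pig on average, and the sign of their log2 fold change depended on single pigs.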

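FASN (ENSSSCG00000029944), the fatty acid synthase gene on chromosome 12 from 922405 to 937560, had 40 reads summed over the 5 AL pigs and 24 over the 5 BI pigs of the muscle data. The normalised count was 7.89 ± 6.08 (SD, n = 5) in AL and 4.67 ± 2.74 (SD, n = 5) in BI, ranging from 2.67 to 17.7 and from 1.00 to 8.45. No gene of the opposite strand lies within 5 kb. A log2 fold change of 0.57 on the log2(normalised count + 1) scale was not separable from the spread of the pigs (exact two-sided permutation test p = 0.349, not adjusted), and single pigs moved it between 0.24 (without BI37) and 0.82 (without AL52).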

FASN, for example, in the adipose tissue scored a great correlation coefficient (0.92, *p* < 0.01) while in the muscle, where it was excluded in the initial filtering (<50 reads per group), presented a much lower, barely significant score (0.58, *p* < 0.05). This is why we suggest that genes with fewer reads detected through RNAseq should be accounted for with care since they arouse more associated noise and differential expression estimations may be biased against low read count values [110,111]. Besides the utility of RNA-seq at a standard read depth (30–60 million reads) for a general overview of the transcriptomic universe, Real Time qPCR provides a more reliable source of information to assess low expressed genes, as our results suggest.

In conclusion, this study intended to determine the nature of the biological events occurring in the muscle of the two main Portuguese autochthonous pig breeds and their interpretation regarding the phenotypical diversity shown by the two breeds. Our data allowed the identification of 49 differentially expressed genes through RNA-seq. Specific myosin heavy chain components have been associated with AL (MYH7) and BI (MYH3) pigs, while an overexpression of *MAP3K14* in AL may be associated with their lower loin proportion, induced insulin resistance, and increased inflammatory response. Our Real time qPCR data acknowledged the importance of several lipogenic genes and regulators, including *ACLY*, *ADIPOQ*, *ELOVL6*, *LEP* and *ME1*, disregarded in the RNA-seq by their lower total read count. These latter results agree with the fatter profile of the AL pig breed and adiponectin resistance may be responsible for the overexpression of MAP3K14′s coding product NIK, failing to restore insulin sensitivity.

## Figures and Tables

**Figure 1:**
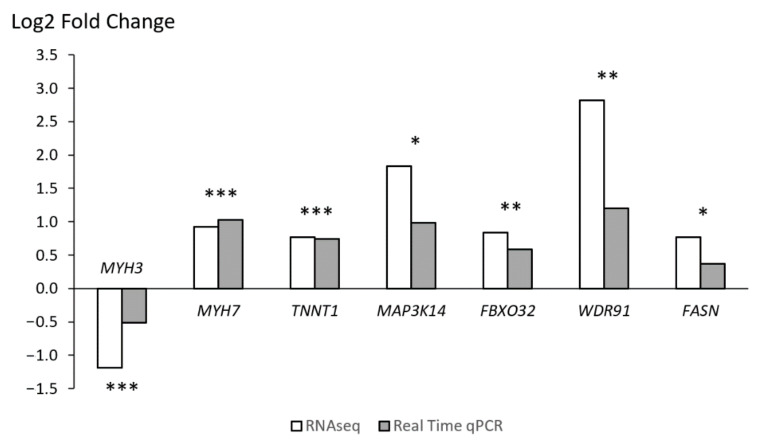
Gene expression comparison of *MYH3* (Myosin heavy chain 3), *MYH7* (Myosin heavy chain 7), *TNNT1* (Troponin T1), *MAP3K14* (Mitogen-activated protein kinase kinase kinase 14), *FBXO32* (F-Box Protein 32), *WDR91* (WD Repeat Domain 91) and *FASN* (fatty acid synthase) with RNA-seq and Real Time qPCR of the *Longissimus lumborum* of Alentejano (AL) and Bísaro (BI) pigs (*n* = 10). Positive values indicate overexpression in AL and negative values overexpression in BI. Pearson correlation values fluctuated between 0.93 (*MYH3*) and 0.58 (*FASN*). Significance of the correlation: *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Figure 2:**
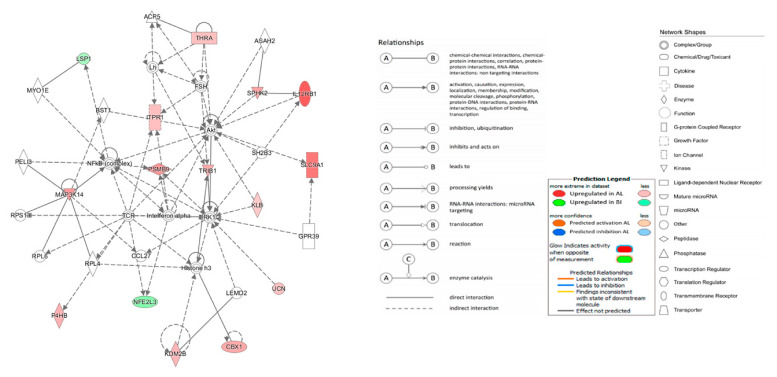
Cellular movement, lipid metabolism and small molecule biochemistry Ingenuity Pathway Analysis (IPA) Network.

**Figure 3:**
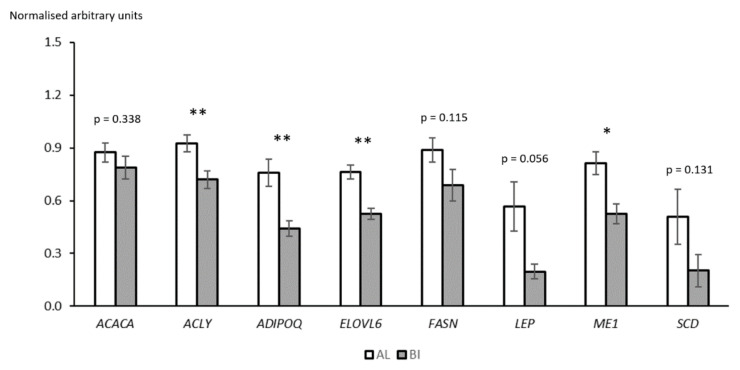
Estimated relative expression of candidate genes involved in lipid metabolism in the *Longissimus lumborum* of Alentejano (AL) and Bísaro (BI) pigs (*n* = 5 for each genotype) through Real Time qPCR. *ACACA* (Acetyl-CoA carboxylase alpha), *ACLY* (ATP citrate lyase), *ADIPOQ* (Adiponectin), *ELOVL6* (Elongation of long-chain fatty acids family member 6), *FASN* (Fatty acid synthase), *LEP* (Leptin)*, ME1* (Malic enzyme 1)*, SCD* (Stearoyl-CoA desaturase). Represented values are means of relative gene expression with their respective standard errors represented by vertical bars. Significance: ** *p* < 0.01, * *p* < 0.05.

**Table 1:** Zootechnical traits and physical–chemical parameters from muscle *Longissimus lumborum* of Alentejano (AL) and Bísaro (BI) pigs slaughtered at ~150 kg LW.

Trait	AL (*n* = 5)		BI (*n* = 5)		Significance
	Mean	SE	Mean	SE	
Days on trial	150.6	5.5	135.2	11.9	0.273
Average daily gain (g/day)	582.4	18.1	656.3	63.8	0.297
Feed conversion ratio (kg/kg)	5.45	0.21	4.3	0.47	0.039
Average backfat thickness (cm) *	7.9	0.4	4.3	0.3	<0.0001
*Longissimus lumborum* (%)	3.63	0.26	5.14	0.52	0.030
Moisture (g/100 g)	70.6	0.2	72.3	0.5	0.008
Total protein (g/100 g)	23.7	0.4	23.4	0.3	0.561
Total intramuscular fat (g/100 g)	7.3	0.2	5.7	0.2	0.001
Myoglobin content (mg/g)	0.83	0.12	0.43	0.04	0.014
Total collagen (mg/g DM)	13.7	0.6	16.3	0.7	0.025
pH (24 h post-mortem)	5.76	0.03	5.50	0.04	0.001
Drip loss (g/100 g)	0.55	0.07	2.25	0.21	<0.0001

Note: * Average of measurements taken between last cervical and first thoracic vertebrae (first rib), and last thoracic and first-lumbar vertebrae (last rib).

**Table 2:** Top functions found with IPA associated with the target molecules in the Deseq2 dataset and their respective predicted activation state in Alentejano pigs (AL).

Functions	*p*-Value	Activation z-Score	Predicted Activation in AL	Target Molecules
Quantity of cells	3.64 × 10^−2^	2.185	Increased	*IL12RB1*, *ITPR1*, *KDM2B*, *LSP1*, *MAP3K14*, *PSMB9*, *SPHK2*, *THRA*, *TRIB1*
Neuronal cell death	1.69 × 10^−2^	−2.164	Decreased	*ITPR1*, *KDM2B*, *P4HB*, *SLC9A1*, *UCN*
Quantity of leukocytes	1.75 × 10^−3^	2.152	Increased	*IL12RB1*, *ITPR1*, *LSP1*, *MAP3K14*, *PSMB9*, *SPHK2*, *THRA*, *TRIB1*
Apoptosis of tumour cell lines	1.32 × 10^−2^	−2.043	Decreased	*ITPR1*, *KDM2B*, *LSP1*, *MAP3K14*, *P4HB*, *SLC9A1*, *SPHK2*, *THRA*
Binding of DNA	1.77 × 10^−2^	1.993	-	*CBX1*, *MAP3K14*, *THRA*, *UCN*
Cell cycle progression	3.52 × 10^−2^	1.964	-	*ANGEL2*, *CSNK1D*, *KDM2B*, *SLFN11*, *SPHK2*, *THRA*
Quantity of macrophages	1.08 × 10^−3^	1.961	-	*IL12RB1*, *LSP1*, *THRA*, *TRIB1*
Quantity of B lymphocytes	9.65 × 10^−3^	1.190	-	*ITPR1*, *MAP3K14*, *SPHK2*, *THRA*
Synthesis of lipid	3.57 × 10^−2^	1.186	-	*MAP3K14*, *PTGES2*, *RUFY1*, *SPHK2*, *TRIB1*

**Table 3:** Candidate gene expression for lipid metabolism comparison between adipose tissue and *longissimus lumborum* in Alentejano (AL) and Bísaro (BI) pigs assessed with qPCR. Positive values indicate overexpression in AL and negative values overexpression in BI.

Genes	Adipose Tissue		*Longissimus lumborum*	
	log2 FC	*p*-Value	log2 FC	*p*-Value
*ACACA*	1.055	0.077	0.150	0.338
*ACLY*	1.601	0.068	0.362	0.017
*ADIPOQ*	−0.685	0.110	0.783	0.007
*ELOVL6*	0.671	0.136	0.540	0.001
*FASN*	1.359	0.100	0.367	0.115
*LEP*	0.929	0.046	1.524	0.056
*ME1*	1.008	0.106	0.627	0.010
*SCD*	1.351	0.087	1.325	0.131

## Data Availability

The results from data analyses performed in this study are included in this article and its tables. Raw sequencing data are available through the GEO Series accession number GSE159817 or from the corresponding author on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11051423/s1, Table S1: Primer design for qPCR, Table S2: Plasma parameters from Alentejano (AL) and Bísaro (BI) pigs at ~150 kg LW, Table S3: Plasma parameters from Alentejano (AL) and Bísaro (BI) pigs slaughtered at 150 kg LW, Table S4: The full detailed list of DEGs, Table S5: Predicted upstream regulators for the set of differentially expressed genes.

# Supplementary material for: Transcriptomic Profiling of Skeletal Muscle Reveals Candidate Genes Influencing Muscle Growth and Associated Lipid Composition in Portuguese Local Pig Breeds
**Source:** Animals (Basel). 2021 May 16;11(5):1423. doi: 10.3390/ani11051423
**Supplement:** Supplementary file 1

**Table S1:** Primer design for qPCR.

| Genes          | Sequence (5'-3')                                            | Product Size (Bp) | Annealing Temp. (°c) | Accession Number | Reference |
|----------------|-------------------------------------------------------------|-------------------|----------------------|------------------|-----------|
| <i>ACTB</i>    | FW: TCGCACTTCATGATCGAGTTG<br>RV: CGACGGCCAGGTCATCAC         | 138               | 60                   | AY550069         | [1]       |
| <i>HSPCB</i>   | FW: GGCAGAAAGACAAGGAGAAC<br>RV: CAGACTGGGAGGTATGGTAG        | 131               | 56                   | AF288819         | [2]       |
| <i>RPL19</i>   | FW: GCTTGCCTCCAGTGTCC<br>RV: GTTGGCGTTGGCGATTT              | 82                | 62                   | AF435591         | [2]       |
| <i>TOP2B</i>   | FW: AACTGGATGATGCTAATGATGCT<br>RV: TGGAAAACTCCGTATCTGTCTC   | 137               | 56                   | NM_001258386.1   | [2]       |
| <i>ACACA</i>   | FW: TCCCAGTGCAAGCAGTATG<br>RV: TGCCAATCCACACGAAGAC          | 211               | 60                   | EF618729         | [3]       |
| <i>ACLY</i>    | FW: GAGGCAGCATCGAAACTTCAC<br>RV: GGTCTTCCCAACTTCTCCCATC     | 170               | 55                   | NM_001105302.1   | [4]       |
| <i>ADIPOQ</i>  | FW: CGTTCAGCATTGAGTGTGG<br>RV: TCATTCAATGTTGTGGTAGAGA       | 178               | 55                   | NM214370         | [5]       |
| <i>ELOVL6</i>  | FW: AGAACACGTAGCGACTCCGAAGAT<br>RV: GACATGCCGACCGCCAAAGATAA | 177               | 60                   | XM_013978957.1   | [6]       |
| <i>FASN</i>    | FW: GCAGGCGCGTGATGGGAATGGTG<br>RV: GCCCGAGCCCGAGTGGATGAGCA  | 206               | 58                   | NM_001099930     | [6]       |
| <i>FBXO32</i>  | FW: TCACAGCTCACATCCCTGAG<br>RV: GACTTGCCGACTCTCTGGAC        | 167               | 56                   | NM_001044588.1   | [7]       |
| <i>LEP</i>     | FW: GGCCCTATCTGTCCTACGTTGAAG<br>RV: TGGAAGGCAGACTGGTGAGGAT  | 237               | 60                   | NM_213840.1      | [6]       |
| <i>MAP3K14</i> | FW: ATGTGACCCATCAAGCTTCC<br>RV: CACCACACAGGGATTACAG         | 140               | 60                   | XM_003131321.4   | -         |
| <i>ME1</i>     | FW: GCCGGCTTTATCCTCCTCT<br>RV: TCAAGTTTGGTCTGTATTTTCTGG     | 223               | 55                   | XM_001924333.5   | [6]       |
| <i>MYH3</i>    | FW: GGGAGCAGAAGAAGAACACG<br>RV: AGGACTTGACCTTCGCTTGA        | 150               | 51                   | XM_013981330.2   | -         |
| <i>MYH7</i>    | FW: GGTATCGCATCCTGAACCC<br>RV: GCCCTGCCTTGAAGAACAC          | 144               | 51                   | NM_213855.2      | [8]       |
| <i>SCD</i>     | FW: CCGCCCTGAAATGAAAGATGAC<br>RV: GTAGGCAAACGCCCAGAGCAAG    | 184               | 60                   | NM_213781.1      | [4]       |
| <i>TNNT1</i>   | FW: GGTCAAGGCAGAACAGAAGC<br>RV: ATCCAATCCGACAGTTCCT         | 147               | 58                   | NM_213748.2      | -         |
| <i>WDR91</i>   | FW: GTCCGCGAGTACTTGCTCTT<br>RV: CCACAATCTTGTCCACCCGA        | 106               | 60                   | XM_003134652.6   | -         |

1. Guo, X.; Tang, R.; Wang, W.; Liu, D.; Wang, K. Effects of dietary protein/carbohydrate ratio on fat deposition and gene expression of peroxisome proliferator activated receptor  $\gamma$  and heart fatty acid-binding protein of finishing pigs. *Livestock Science* **2011**, *140*, 111-116, doi:<http://dx.doi.org/10.1016/j.livsci.2011.02.016>.
2. Gu, Y.R.; Li, M.Z.; Zhang, K.; Chen, L.; Jiang, A.A.; Wang, J.Y.; Li, X.W. Evaluation of endogenous control genes for gene expression studies across multiple tissues and in the specific sets of fat- and muscle-type samples of the pig. *Journal of Animal Breeding and Genetics* **2011**, *128*, 319-325, doi:10.1111/j.1439-0388.2011.00920.x.
3. Tan, B.; Yin, Y.; Liu, Z.; Tang, W.; Xu, H.; Kong, X.; Li, X.; Yao, K.; Gu, W.; Smith, S.B., et al. Dietary L-arginine supplementation differentially regulates expression of lipid-metabolic genes in porcine adipose tissue and skeletal muscle. *The Journal of Nutritional Biochemistry* **2011**, *22*, 441-445, doi:10.1016/j.jnutbio.2010.03.012.
4. Gao, Y.; Zhang, Y.H.; Jiang, H.; Xiao, S.Q.; Wang, S.; Ma, Q.; Sun, G.J.; Li, F.J.; Deng, Q.; Dai, L.S., et al. Detection of differentially expressed genes in the longissimus dorsi of Northeastern Indigenous and Large White pigs. *Genet. Mol. Res.* **2010**, *10*, 779-791.
5. Weber, T.E.; Kerr, B.J.; Spurlock, M.E. Regulation of hepatic peroxisome proliferator-activated receptor alpha expression but not adiponectin by dietary protein in finishing pigs. *Journal of Animal Physiology and Animal Nutrition* **2008**, *92*, 569-577.
6. Benítez, R.; Fernández, A.; Isabel, B.; Núñez, Y.; Mercado, E.D.; Gómez-Izquierdo, E.; García-Casco, J.; López-Bote, C.; Óvilo, C. Modulatory Effects of Breed, Feeding Status, and Diet on Adipogenic, Lipogenic, and Lipolytic Gene Expression in Growing Iberian and Duroc Pigs. *International Journal of Molecular Sciences* **2018**, *19*, 22, doi:10.3390/ijms19010022.
7. Liu, Y.; Wang, X.; Leng, W.; Pi, D.; Tu, Z.; Zhu, H.; Shi, H.; Li, S.; Hou, Y.; Hu, C.A. Aspartate inhibits LPS-induced MAFbx and MuRF1 expression in skeletal muscle in weaned pigs by regulating Akt, AMPK $\alpha$  and FOXO1. *Innate immunity* **2017**, *23*, 34-43, doi:10.1177/1753425916673443.
8. Chen, X.; Guo, Y.; Jia, G.; Zhao, H.; Liu, G.; Huang, Z. Arginine Promotes Slow Myosin Heavy Chain Expression via Akt1 and the AMP-Activated Protein Kinase Signaling Pathway in Porcine Skeletal Muscle Satellite Cells. *J Agric Food Chem* **2018**, *66*, 4734-4740, doi:10.1021/acs.jafc.8b00775.

# Supplementary material for: Transcriptomic Profiling of Skeletal Muscle Reveals Candidate Genes Influencing Muscle Growth and Associated Lipid Composition in Portuguese Local Pig Breeds
**Source:** Animals (Basel). 2021 May 16;11(5):1423. doi: 10.3390/ani11051423
**Supplement:** Supplementary file 1

**Table S2.** Plasma parameters from Alentejano (AL) and Bísaro (BI) pigs at ~150 kg LW

|                                                | AL (n=5) |      | BI (n=5) |      | Significance |
|------------------------------------------------|----------|------|----------|------|--------------|
|                                                | Mean     | SE   | Mean     | SE   |              |
| <b>Total protein (g L<sup>-1</sup>)</b>        | 69.8     | 1.8  | 64.4     | 1.4  | 0.047        |
| <b>Urea (mmol L<sup>-1</sup>)</b>              | 6.9      | 0.4  | 5.6      | 0.2  | 0.019        |
| <b>Glucose (mmol L<sup>-1</sup>)</b>           | 4.14     | 0.16 | 3.99     | 0.21 | 0.562        |
| <b>Triacylglycerols (mmol L<sup>-1</sup>)</b>  | 0.48     | 0.05 | 0.36     | 0.03 | 0.100        |
| <b>Total cholesterol (mmol L<sup>-1</sup>)</b> | 2.66     | 0.17 | 2.23     | 0.05 | 0.040        |
| <b>Cortisol (nmol L<sup>-1</sup>)</b>          | 157.6    | 20.9 | 197.1    | 17.7 | 0.187        |

**Table S3.** Plasma parameters from Alentejano (AL) and Bísaro (BI) pigs slaughtered at 150 kg LW

|                                                | AL (n=5) |      | BI (n=5) |      | Significance |
|------------------------------------------------|----------|------|----------|------|--------------|
|                                                | Mean     | SE   | Mean     | SE   |              |
| <b>Total protein (g L<sup>-1</sup>)</b>        | 78.8     | 1.7  | 72.0     | 2.7  | 0.062        |
| <b>Urea (mmol L<sup>-1</sup>)</b>              | 6.4      | 0.5  | 6.5      | 0.3  | 0.959        |
| <b>Glucose (mmol L<sup>-1</sup>)</b>           | 9.2      | 1.1  | 8.9      | 0.3  | 0.819        |
| <b>Triacylglycerols (mmol L<sup>-1</sup>)</b>  | 0.84     | 0.08 | 0.70     | 0.09 | 0.264        |
| <b>Total cholesterol (mmol L<sup>-1</sup>)</b> | 2.64     | 0.18 | 2.13     | 0.03 | 0.025        |
| <b>Cortisol (nmol L<sup>-1</sup>)</b>          | 410.2    | 61.4 | 471.9    | 58.2 | 0.486        |

How the deposited data were processed for this re-analysis (not part of the article)

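Longissimus lumborum muscle of 5 AL and 5 BI castrated male pigs was sequenced with 1 library per pig, and the values of all 10 pigs were mapped to a breed through the animal names in the sample labels. No per-pig column was left unmapped, and no pig was left out of the main comparisons. The labels and the paper give no sequencing batch or date, so batches were not examined.

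The authors trimmed the reads with Trim Galore 0.5.0, aligned them to Sscrofa11.1 (Ensembl release 94) with HISAT2 2.1.0 and counted them per gene with HTSeq-count 0.11.1. The signal values that the authors deposited are these gene counts divided by the DESeq2 size factor of each pig, with the mean of the 10 pigs beside them. The deposited log2 fold changes are those of the authors' DESeq2 comparison of AL against BI, positive where AL was higher. For the same comparison the authors deposited p-values and adjusted p-values, the latter empty where DESeq2 filtered the gene. As scores, the authors deposited the standard error of each log2 fold change and the Wald statistic. The table has no line for reads outside genes, so the share of such reads was not examined. The deposited table lists 25880 genes, and 14858 of their identifiers were paired with a symbol through Table S4 and the gene name table of the reference. Positions were taken from RefSeq annotation release 106 of Sscrofa11.1 by unique symbol, while the authors counted on Ensembl gene models, so that gene borders can differ between the annotations.

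Within each pig every value was divided by the smallest value above 0, which gave whole reads for 100% of the values. The reads counted on genes ran from 2298045 (AL44) to 3343194 (BI25), on between 9112 genes (BI34) and 10308 genes (BI25). This number of counted reads makes genes with a mean of a few reads per pig hard to compare, and the limit of 3 reads used as the floor covers counting error only. With 1 library per pig, each pig was counted as 1 sample, and no pair within a breed was as alike as a library deposited again would be.

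The design written beforehand named edgeR's quasi-likelihood test for raw counts and limma for normalised values. Because the deposited unit is a normalised signal, limma 3.58.1 in R 4.3.3 was used on log2(value + 1), with the intensity trend of its empirical Bayes step and no covariate. Genes with a mean of at least 50 in each breed were tested, after the paper's minimum of 50 reads per group, and an adjusted p under 0.05 (Benjamini-Hochberg) was the threshold. Single genes were also tested with an exact two-sided permutation test over the 252 ways to divide the pigs into 5 and 5. Gene lists were tested with camera at its preset correlation, with fry and with camera at an estimated correlation. The lists were slow fibre, fast fibre, muscle atrophy, adipocyte, non-canonical NF-kB target and abundant muscle transcript genes, written from general knowledge, and the genes of the paper's qPCR panels. Correlations over pigs used 100000 permutations. The median correlation of 3 gene pairs was set against that of 3 random pairs in 10000 draws, and gene sets against 1000 random sets with similar mean counts. Other divisions of the pigs were drawn with a fixed seed, 100 of the 126 distinct ones, and the count of genes without overlap was made over all 126. Pigs far from the others of their breed were found with Dixon's ratio above 0.71 for 5 pigs.

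The genes named are all that the paper names in its results or in Tables 2, 3 and S4, the members of the gene lists that are summarised, and the 5 others in each direction with the smallest adjusted p whose values do not overlap between the breeds. This rule, the mapping of the pigs, the main tests and the following alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 10, other readings of the minimum of 50 and no minimum, a library size without the 10 highest genes, limma-voom, DESeq2 1.42.0 and edgeR 4.0.16 (with DESeq2 size factors) on the recovered reads, the authors' p-values adjusted again over the kept genes, adjusted p thresholds of 0.01 and 0.1, and each pig left out in turn. Chosen after seeing the data were edgeR with TMM, the wider gene set with a sum of at least 50 in at least one breed, DESeq2 over that set, other scalings of the fibre lists, and the adjustment of exact p-values apart for genes not chosen for a difference and over the fast fibre list alone. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

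The tests were tested on simulated data drawn from the means and library sizes of the 1513 genes, with 200 genes changed. Genes were drawn independently of each other, so recovery with fewer changed genes or with variation shared between genes was not measured. In the pigs, TMEM120B at a log2 fold change of 1.24 had a limma adjusted p of 0.1515 (Benjamini-Hochberg). The recovery below therefore does not show that changes of this size are absent where limma called 0 genes. Limma recovered 98.92% of the genes changed by a log2 fold change of 2 in size and 92.52% of those changed by 1, and called 9 unchanged genes. DESeq2 recovered 98.92% and 94.39% with 14 unchanged genes called, edgeR 100% and 92.52% with 10, and limma-voom 98.92% and 92.52% with 9. With no gene changed, limma, edgeR and limma-voom called 0 genes and DESeq2 called 6. Left out were MYH7 and UCN, whose symbols were not paired with an identifier, the functional enrichment, whose software was not used here, and the qPCR and the adipose tissue, which were not analysed here. The result of 1 item is not reported here.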

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

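The tests on ND6 and those on AL44 and BI34 named here were chosen only after the result was seen.

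In 10 of 166 groups, each with the 5 values of 1 gene in 1 breed, 1 pig lay far from the others of its breed (Dixon's ratio above 0.71), where chance gives about 8.3. AL52 and BI34 were each the distant pig 3 times, and AL44, BI25, BI36 and BI37 once each. A number so near that of chance leaves open that these are the tails of ordinary variation between pigs.

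For STMN3, BI36 had a normalised count of 1.72 (2 reads, at or under the floor of that pig) against 45.1 to 102 in the other BI pigs, and the log2 fold change without BI36 was -4.04. For CNNM3, AL44 had 9.44 against 188 to 552, and the log2 fold change without AL44 was 4.82. CSNK1D in BI37 was 789.7 against 1351 to 1417, and the limma adjusted p (Benjamini-Hochberg) without BI37 was 0.0124, within a range from 0.0124 to 0.493 over its 24 alternatives. AL52 held 71.2 for SRARP (13.2 to 19.5 in the other AL pigs) and 2249 for THRA (4189 to 5106 in the others). Without AL52, the log2 fold change of SRARP was 2.24 and the log2 fold change of THRA 1.14. The direction of the difference in these 5 genes was kept when the distant pig was left out. The libraries of BI36, BI37 and AL52 held 3218933, 2461652 and 3027364 reads, inside the range of the other pigs, while that of AL44 held 2298045, the fewest of the 10, and no test of depth was made for single pigs. A sequence variant of single pigs against the reference and a biological difference between pigs stay open, and neither was tested.

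BI34 was distant for 3 genes. RABEP2 was at 489700 against 276100 to 312200 in the other BI pigs, NMRK2 at 107 against 264 to 323, and ENSSSCG00000040253 at 0 reads against 4.94 to 9.51. Without BI34, the log2 fold change of RABEP2 was 0.16, the log2 fold change of NMRK2 0.73 and the log2 fold change of ENSSSCG00000040253 1.47. BI34 also had the highest share of reads on the 10 highest genes (60.3%), of which RABEP2 is one, so the RABEP2 value and that share are not independent. At these 3 genes BI34 also lay outside the range of the AL pigs (214100 to 410100 for RABEP2, 335.5 to 744.5 for NMRK2, 5.67 to 73.4 for ENSSSCG00000040253). An exchanged label alone would therefore not account for these 3 values. With AL44 and BI34 left out of the choice of genes, BI34 lay nearer the mean of its own breed at 20 of 50 genes. For those 50 genes an exchanged label stays open as a candidate explanation. Variation among BI pigs stays open for both sets of genes and was not tested.

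For ENSSSCG00000032599, AL52 had 48.9 against 248 to 356 in the other AL pigs and BI25 had 2125 against 454 to 675 in the other BI pigs. The log2 fold change of ENSSSCG00000032599 was -1.74, and it was -1.21 without AL52 and -1.34 without BI25. Its symbol is not given in the tables used, and no technical or biological explanation was tested.

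The paper does not discuss ND6, a mitochondrial gene, which had a mean normalised count of 52620 over the 10 pigs. It lies on the mitochondrial genome of Sscrofa11.1 from 14739 to 15266, on the minus strand, and the other 12 protein genes lie on the plus strand. ND6 was 20.6-fold above the highest of these, ND5 (2556), and their median was 528.1. Reads set aside as ambiguous would not lower the 6 genes that overlap no other protein gene, and these had a median of 341.8 and at most 904 in any pig, where ND6 had at least 24970, which argues against ambiguous reads as the whole cause. Multimapped reads set aside were not tested and stay open. A candidate explanation is that reads were counted on the strand opposite to the transcript, which would give ND6 the reads of its neighbours on the plus strand. No biological explanation was tested, and breed differences do not bear on a mean over all pigs.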

How the results depend on the processing

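Tests chosen only after the result was seen were edgeR with TMM, limma and DESeq2 over the wider gene set and, for the fibre lists, the TMM scaling, the library size without the 10 highest genes and the wider gene set.

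With limma over the 1513 genes, 0 had an adjusted p under 0.05 (Benjamini-Hochberg) and 112 an unadjusted p under 0.05. The count also was 0 with pseudocounts of 0.1 and 10 (112 and 113 unadjusted), with at least 50 counts in every pig (95 unadjusted of 1211 genes), with the library size without the 10 highest genes (111), with limma-voom (111), with edgeR and DESeq2 size factors (115) or TMM (116), and at adjusted p thresholds of 0.01 and 0.1. A mean of 50 in at least one breed (1667 genes) and a sum of 50 in each breed (3315 genes) each gave 1 call, INTS11, higher in BI by over 0.7 on the log2 scale. With no filter 14681 genes were kept and limma called 40, of which 26 were higher in AL and 14 in BI, all 40 with a log2 fold change of at least 0.7 in size. DESeq2 on the 1513 genes called 19 (14 higher in AL and 5 in BI, 17 of them by at least 0.7), and the authors' p-values adjusted again over these genes gave 17 (12 and 5, 16 by at least 0.7). Over the wider gene set of 3807 genes limma called 1, INTS11 in BI (358 unadjusted, where chance gives 190.4), and DESeq2 55 (37 in AL and 18 in BI, 54 by at least 0.7). Across the 10 fits that each left out 1 pig, the count ran from 0 to 1, and the unadjusted count from 84 without BI42 to 180 without AL44, with 150 without BI34. The calls were MRPL40 without AL44 (adjusted p 0.0335) and CSNK1D without BI37 (0.0124), each higher in BI by over 0.7. The cause was not tested, apart from the sets of genes tested being of other sizes.

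Slow fibre genes were higher in AL under every alternative run, with a mean log2 fold change from 0.61 to 0.87 when pigs were left out, 0.76 without the 10 highest genes in the library size, 0.78 with TMM and 0.70 over the wider gene set, and they stayed under 0.05 with fry. The fast fibre genes went from -0.26 to -0.014 with pigs left out. Camera then gave a p under 0.05 without AL46, AL63, BI36 or BI37, where fry did not, and the cause was not tested. Of the 100 highest genes, 3 lay within 5 kb of a listed muscle gene on the opposite strand, also 3 of the 50 highest and 3 of the 200 highest. With only overlapping genes counted, this was 1 of the 100 highest, as a smaller distance leaves fewer neighbours.

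Of the 84 genes followed in detail, the sign changed under alternatives for 9, and the cause was not tested. Of the 59 other genes of the lists, it changed for 24 with a pig left out. The log2 fold change of MYBPC2 was -0.016, but 0.020 with limma-voom, 0.056 with DESeq2 on the same genes, 0.011 with edgeR and DESeq2 size factors, 0.011 in the authors' deposited comparison, 0.052 with edgeR and TMM and 0.023 with DESeq2 over the wider gene set, and it ran from -0.15 to 0.14 with pigs left out. The log2 fold change of SPSB2 was -0.033, but 0.0028 with limma-voom, 0.011 with DESeq2 on the same genes and 0.014 with edgeR and TMM, and from -0.10 to 0.061 with pigs left out. With pigs left out, the log2 fold change of ATP2A1 ran from -0.010 to 0.38, the log2 fold change of ACTN3 from -0.10 to 0.23, the log2 fold change of MYOZ1 from -0.21 to 0.041, the log2 fold change of RABEP2 from -0.061 to 0.17, the log2 fold change of MAP3K15 from -0.20 to 0.046, the log2 fold change of ADIPOR1 from -0.31 to 0.0089 and the log2 fold change of SLC2A4 from -0.42 to 0.13.

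Over the 84 genes, 1477 values under alternatives kept their direction and, where a test was run, their side of the threshold. Another 123 kept their direction and fell under 0.05 where the main test had not, and 32 changed sign. Of the 123, 49 came from DESeq2 over the wider gene set, 33 from no filter, 19 from DESeq2 on the 1513 genes and 17 from the authors' p-values. For genes outside the 1513, values with a pig left out had no test and moved by less than the spread between pigs. No paired analysis was possible because the AL and BI pigs share no replicate numbers. The alternatives planned for a table with only the authors' comparison, random lists of genes, were not run, since per-pig values were there, and DESeq2 size factors for the fibre lists are those of the main values.

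The 2298045 to 3343194 reads counted on genes per pig limit the genes with few reads. SCD, LEP, PPARG and DGAT2, with 0 to 2 counted reads in each breed, cannot show a difference in these counts. Whether the sequencing depth or the counting step left these genes with so few reads was not tested.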

Differences from the paper's values

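The paper reports 49 DE genes, while limma over the 1513 genes gave 0 at an adjusted p under 0.05 with Benjamini-Hochberg adjustment (112 genes at an unadjusted p under 0.05). Of the paper's 34 genes higher in AL and 15 higher in BI, this test called 0 and 0. Of the alternatives set before the data were examined, limma with no filter on low counts came within 1.5 times of the paper's values, with 40 calls, 26 higher in AL and 14 higher in BI, and 31 of the 40 are genes of Table S4. These calls depend on the genes tested: the same CNNM3 values gave 9.55e-05 with no filter and 0.157 over the wider gene set (limma, Benjamini-Hochberg). They are therefore not stronger evidence than the other limma fits. The other alternatives set before the data were examined did not close the gap. Among them, DESeq2 on the same genes called 19 genes and the authors' p-values adjusted again over the kept genes gave 17, all of which are in Table S4. INTS11, which the paper lists, was called with a mean of at least 50 in at least one breed and with a sum of at least 50 in each breed, MRPL40 without AL44 and CSNK1D without BI37. DESeq2 over the wider gene set, chosen after seeing the values, gave 55 calls, 37 higher in AL and 18 higher in BI, and called all 49 genes of the paper. Limma over the wider gene set, also chosen after seeing the values, called INTS11 alone.

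In units of 1000 genes, the paper's minimum of 50 reads kept 3.6, and a mean of at least 50 in each breed kept 1.51 here (1513 genes). Of the alternatives set before the data were examined, a sum of at least 50 in each breed closed the gap, at 3.32, but kept 34 of the 49 genes of Table S4, while a mean of 50 in at least one breed (1667 genes), 50 counts in every pig (1211) and no filter (14681) did not. A sum of at least 50 in at least one breed, chosen after seeing the values, also came within 1.5 times of the paper's value, at 3.81, and kept all 49.

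The paper's text gives KLB a log2 fold change of 1.232, and here it was 0.78. None of the alternatives set before the data were examined closed the gap, with values from 0.70 to 0.86, and neither did those chosen after seeing the values. The paper's Table S4 gives 0.79 for KLB and 1.23 for TMEM120B, for which 1.24 was found here.

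The paper's 39 M reads per sample stand against 2.75 M reads per pig here, and the former are sequenced reads while the latter are the reads counted on genes. No alternative set before the data were examined changes this number. Why far fewer reads were counted than sequenced was not tested.

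The fold change of FASN in the muscle is about 0.77 in Fig. 1, read by eye, as log2, and 0.57 here on the log2(normalised count + 1) scale, which understates the change of genes with few reads. The authors' deposited table gives FASN a log2 fold change of 0.77, from DESeq2 on the same counts.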

Other observations

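The tests chosen only after the result was seen were that of any gene on the opposite strand with its same-strand control, those on mitochondrial genes, those on genes that vary together, and those on AL44 and BI34.

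The 10 pigs can be divided into 5 and 5 in 126 ways, and 100 of these were drawn, the breeds included. The 0 calls of limma were matched or passed in 100 of the 100, which any division must do, so this count carries no information. Other divisions gave up to 97. As many as 112 genes with an unadjusted p under 0.05 came up in 22 of the 100 (median of the others 53, highest 375). DESeq2 over the wider gene set gave 55 calls for the breeds, and 4 of the 100 gave as many, so that few other divisions came as high. The others were AL44 with BI25, BI36, BI37 and BI42 (386 calls), AL44 and AL49 with BI25, BI36 and BI42 (149), and AL44 and AL52 with BI25, BI36 and BI42 (105). For the slow fibre genes, 8 of the 100 gave a camera p as small as that of the breeds, and for the fast fibre genes 59 did. By this count a random division of the pigs is a possible explanation for the slow fibre difference, and a difference between the breeds stays open beside it. For genes without overlap, 17 of all 126 divisions had 22 or more of the 1513 genes (median of the others 8, most 110), where chance gives 12.0.

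The division with the most DESeq2 calls is the breeds with AL44 and BI34 exchanged, and the labels of both were kept throughout. Where the 50 genes with the smallest limma p were chosen from the other 8 pigs, AL44 lay nearer the mean of AL at 8 of 50 and BI34 nearer the mean of BI at 20 of 50. With other pairs left out in the same way, AL44 was nearer AL at 10 to 20 of 50, AL46, AL49, AL52 and AL63 at 24 to 44, BI34 nearer BI at 28 to 32, and BI25, BI36, BI37 and BI42 at 31 to 44. At the genes of Table S4, which the study chose with these labels, AL44 was nearer its own breed at 30 of 49 and BI34 at 45 of 49. An exchanged label is a candidate explanation, and a gradient shared by all pigs would give the same values. On the first principal component of the 1513 genes (36.4% of the variance), AL44 was at -13.9 and BI34 at 9.66, with the other AL pigs from 0.42 to 15.5 and the other BI pigs from -8.06 to -3.03. This component had a Pearson r of -0.0342 with the reads per pig (permutation p = 0.923; Spearman rho -0.0788, permutation p = 0.836), and r was 0.480 without the 2 pigs farthest from the median. With the share of reads on the 10 highest genes r was 0.502 (permutation p = 0.139; rho 0.358, permutation p = 0.316) and -0.245 without the 2 farthest pigs. The Benjamini-Hochberg values over these 2 relations were 0.923 and 0.278 for r and 0.836 and 0.632 for rho. With 10 pigs, library size and the share of the highest genes cannot be told apart from the other explanations as its source. Variation between the pigs within a breed was not tested.

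Of the 50 genes listed as abundant muscle transcripts, 38 were paired with an identifier, and 8 of them were among the 100 highest genes (2 among the 50 highest and 17 among the 200 highest). Of the genes the paper names as highest, RABEP2, CTSF and SPSB2 lie across from genes of that list. Of the 100 highest genes, 73 had a position, and 94.521% of these had a gene of the opposite strand within 5 kb, against 61.2% of 10684 other genes with reads (Fisher's exact test, two-sided p = 9.01e-11). The same count for neighbours on the same strand gave 41.1% against 31.5% (Fisher's exact test, p = 0.0995). A listed muscle gene lay within 5 kb on the opposite strand of 3 of the 73 and of 12 of the 10684 (Fisher's exact test, p = 1.29e-04). Within the breeds, r was 0.966 for RABEP2 with ATP2A1, 0.865 for CTSF with ACTN3 and 0.544 for SPSB2 with TPI1. The median of the 3, 0.865, was above the central range of the medians of 3 random pairs with similar counts (-0.546 to 0.785, one-sided permutation p = 0.0011 from 10000 draws of 3 pairs). The value of SPSB2 with TPI1 alone lies inside that range, so that a shared variation is not shown for this pair. RABEP2 was lowest in AL44 among the AL pigs and highest in BI34 among the BI pigs. The same holds for PYGM and CKM, muscle genes that are not its neighbours. Random pairs matched by count do not control for this, so the correlations cannot tell opposite-strand counting from variation shared by muscle genes. ND6, 20.6-fold above the next mitochondrial protein gene, goes in the direction that opposite-strand counting would give. The neighbour positions and ND6 go with reads counted on the strand opposite to the transcript, a hypothesis found and tested on the same data. If so, a count would belong in part or in whole to the gene across from the one named, also for the breed differences described here. Table S4 genes overlapped a gene of the opposite strand at 22 of 42 (52.4%), against 45.5% of 2976 other genes of the wider gene set (Fisher's exact test, p = 0.436). Opposite-strand counting would reach both groups, so this comparison cannot show that the Table S4 genes are free of it. True transcription from the opposite strand stays open and was not tested, and no biological explanation was tested, as these are means over all pigs.

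The 34 genes of Table S4 higher in AL varied together within the breeds, with a median pairwise r of 0.243 over genes, which are not independent replicates. Of 1000 random sets with similar mean counts, 0 were as high (highest 0.171), which argues against each gene varying on its own. The mean deviation of these genes per pig had a Pearson r of 0.403 with the reads per pig (permutation p = 0.255; Spearman rho 0.248, permutation p = 0.490; 0.464 without the 2 farthest pigs). With the share of the 10 highest genes r was 0.431 (permutation p = 0.211; rho -0.0182, permutation p = 0.973; 0.149 without the 2 farthest pigs). The Benjamini-Hochberg values over these 2 relations were 0.255 and 0.255 for r and 0.973 and 0.973 for rho. Library size and the share of the highest genes cannot be told apart from other sources, because 10 pigs leave r this wide. As AL44 had a mean deviation of -0.75 and AL46 of 0.59, shared variation may widen the spread of all these genes at once. A biological source that differs between pigs was not tested.

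The muscle atrophy genes were 4 of 8 in the wider gene set, with 3 higher in AL and a mean log2 fold change of 0.33 (two-sided p of 0.0506 in camera, 0.0909 in fry and 0.157 with an estimated correlation in limma's model). Of 19 adipocyte genes, 2 were among the 1513, with a mean log2 fold change of 0.01 (camera p of 0.972), and 7 were in the wider gene set, with 2 higher in AL and a mean of -0.27 (0.211 in camera, 0.0291 in fry and 0.234 with an estimated correlation). Fewer than 2 of the 10 non-canonical NF-kB target genes were in the wider gene set, so that no set was tested.

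Outside the genes of the paper and the lists, the 10 genes taken by smallest adjusted p, 5 in each direction, without overlap between the breeds were not called by limma over the 1513 genes (each with an exact two-sided permutation test p of 0.00794 and a Benjamini-Hochberg q of 0.0290, on genes chosen for lack of overlap). NMRK2 had a normalised count of 503 ± 166 (SD, n = 5) in AL and 254 ± 85.6 (SD, n = 5) in BI, a log2 fold change of 1.02 with a limma adjusted p of 0.312 (Benjamini-Hochberg; 0.0334 to 0.510 over its alternatives), and no gene of the opposite strand within 5 kb. ISCA2, GUCD1, SH2D7 and ENSSSCG00000035322 were higher in AL by 0.57, 0.46, 0.41 and 0.32, and NID2, PTK6, HNRNPA2B1 and C11orf68 had log2 fold changes of -0.75, -0.55, -0.67 and -0.35. HNRNPA2B1 overlaps NFE2L3 of Table S4 (-1.44) on the opposite strand and lies 50 bp from CBX3. On that strand LTBP2 overlaps ISCA2 (NPC2 is 392 bp away), CIB2 overlaps SH2D7 and PPDPF overlaps PTK6, while SNRPD3 lies 126 bp from GUCD1 and C1H14orf166 118 bp from NID2. ENSSSCG00000032599 had 254 ± 121 (SD, n = 5) in AL and 857 ± 714 (SD, n = 5) in BI. Its limma adjusted p was 0.352 (Benjamini-Hochberg). Over its alternatives this ran from 0.00497 (limma with no filter on low counts) to 0.549, with 1 under 0.05.

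The authors' deposited table gives an adjusted p for 5931 genes, under 0.05 for 45, of which 41 are in Table S4, while 8 genes of Table S4 are not under 0.05 there. It gives 489 genes an unadjusted p under 0.05.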
